# G protein-coupled receptor kinase 5 (GRK5) contributes to impaired cardiac function and immune cell recruitment in post-ischemic heart failure

**DOI:** 10.1093/cvr/cvab044

**Published:** 2021-02-09

**Authors:** Claudio de Lucia, Laurel A Grisanti, Giulia Borghetti, Michela Piedepalumbo, Jessica Ibetti, Anna Maria Lucchese, Eric W Barr, Rajika Roy, Ama Dedo Okyere, Haley Christine Murphy, Erhe Gao, Giuseppe Rengo, Steven R Houser, Douglas G Tilley, Walter J Koch

**Keywords:** Ischemic heart failure, Myocardial ischemia, Left ventricle, Immune system, Cardiac remodeling

## Abstract

**Aims:**

Myocardial infarction (MI) is the most common cause of heart failure (HF) worldwide. G protein-coupled receptor kinase 5 (GRK5) is upregulated in failing human myocardium and promotes maladaptive cardiac hypertrophy in animal models. However, the role of GRK5 in ischemic heart disease is still unknown. In this study, we evaluated whether myocardial GRK5 plays a critical role post-MI in mice and included the examination of specific cardiac immune and inflammatory responses.

**Methods and results:**

Cardiomyocyte-specific GRK5 overexpressing transgenic mice (TgGRK5) and non-transgenic littermate control (NLC) mice as well as cardiomyocyte-specific GRK5 knockout mice (GRK5cKO) and wild type (WT) were subjected to MI and, functional as well as structural changes together with outcomes were studied. TgGRK5 post-MI mice showed decreased cardiac function, augmented left ventricular dimension and decreased survival rate compared to NLC post-MI mice. Cardiac hypertrophy and fibrosis as well as fetal gene expression were increased post-MI in TgGRK5 compared to NLC mice. In TgGRK5 mice, GRK5 elevation produced immuno-regulators that contributed to the elevated and long-lasting leukocyte recruitment into the injured heart and ultimately to chronic cardiac inflammation. We found an increased presence of pro-inflammatory neutrophils and macrophages as well as neutrophils, macrophages and T-lymphocytes at 4-days and 8-weeks respectively post-MI in TgGRK5 hearts. Conversely, GRK5cKO mice were protected from ischemic injury and showed reduced early immune cell recruitment (predominantly monocytes) to the heart, improved contractility and reduced mortality compared to WT post-MI mice. Interestingly, cardiomyocyte-specific GRK2 transgenic mice did not share the same phenotype of TgGRK5 mice and did not have increased cardiac leukocyte migration and cytokine or chemokine production post-MI.

**Conclusions:**

Our study shows that myocyte GRK5 has a crucial and GRK-selective role on the regulation of leucocyte infiltration into the heart, cardiac function and survival in a murine model of post-ischemic HF, supporting GRK5 inhibition as a therapeutic target for HF.

## 1. Introduction

Heart failure (HF) is the leading cause of morbidity, mortality and hospitalization worldwide, with myocardial infarction (MI) representing the most common cause.^1^ Even though survival rates have improved, HF still represents a major clinical, social, and economic burden. Hence, new therapeutic targets urgently need to be identified. Recent reports have shown that cardiac inflammation and immune cell recruitment are key players in left ventricular (LV) remodeling and can influence cardiac function/outcomes associated with the development of ischemic HF.^2^^,^^3^

It has also been described that G protein-coupled receptors (GPCRs) play a fundamental pathophysiological role in the heart.^4^ Both GPCR Kinase 2 (GRK2) and GRK5 are highly expressed in the heart and both are up-regulated in failing human myocardium and shown to be involved in HF pathogenesis in some animal models.^4–8^ While the canonical role of GRKs is to phosphorylate and induce receptor desensitization/recycling, it has been shown that GRK5 can also translocate to the nucleus of cardiomyocytes where it can exert GPCR-independent effects promoting maladaptive cardiac hypertrophy and dysfunction.^9^ Particularly, after pro-hypertrophic stimulation, GRK5 can translocate to the nucleus where it acts as a histone deacetylase 5 (HDAC5) kinase to enhance hypertrophic gene-transcription through MEF2 de-repression, is part of a DNA-binding complex and acts in a kinase-independent manner as a nuclear facilitator of the nuclear factor of activated T-cells (NFAT) activity promoting hypertrophic gene-transcription.^9–11^ Of note, we have previously shown transgenic mice with cardiomyocyte-specific GRK5 overexpression (TgGRK5) to have increased cardiac hypertrophy and functional impairments, while cardiomyocyte-specific GRK5 knockout mice (GRK5cKO) develop less hypertrophy and maintain better cardiac function after transverse aortic constriction (TAC).^9^^,^^12^ However, it is still unknown if GRK5 is involved in the establishment and development of ischemic heart disease. Recently, GRK5 has been also described as a regulator of Lipopolysaccharide (LPS)- and Toll-like receptor (TLR)-induced inflammatory cytokine/chemokine production and immune cell tissue infiltration *in vivo.*^9^^,^^13^ Thus, the aim of the present study was to assess whether myocardial GRK5 levels can affect immune cell recruitment to the heart following MI and ultimately influence cardiac function and survival in a murine model of post-ischemic HF.

## 2. Methods

### 2.1 Animal models and experimental procedures

All animal procedures were approved by the Institutional Animal Care and Use Committee of Temple University and were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals. We used previously generated TgGRK5, TgGRK2 and appropriate NLC (non-transgenic littermate control) mice as well as GRK5cKO and relative WT mice.^12^^,^^14^^,^^15^

MI was induced as previously described.^16^ Mice were anesthetized with 3% isoflurane inhalation (both induction and maintenance of anaesthesia). A small skin incision was made, and the pectoral muscles were retracted to expose the fourth intercostal space. A small hole was made, and the heart was popped out. Left main descending coronary artery (LCA) was sutured ≈3 mm from its origin to assure a permanent occlusion, and the heart was placed back into the intrathoracic space, followed by the closure of muscle and skin. The sham group underwent the same surgical procedure except that the LCA was not occluded. Animals were randomly assigned to MI or sham operation and, received a single dose (0.1 mg/kg) of buprenorphine immediately after surgery.

Echocardiography and hemodynamics were performed as described.^17^^,^^18^ For the echocardiography, mice were anesthetized with isoflurane inhalation (induction 3% and maintenance 1.5–2%). For the hemodynamic analysis *in vivo*, mice were anesthetized with Tribromoethanol (Avertin, intraperitoneal dose of 2.5%, 20 μl/g body weight; used only for terminal hemodynamics). Avertin was chosen for anesthesia over other compounds because it has been shown to have less side effects on cardiovascular and hemodynamic stability and, therefore interferes less with the analysis of heart function and inotropic reserve during in vivo hemodynamic analysis.^19^^,^^20^ A recent review of the literature indicates that Avertin exerts less depressant effects on LV function and heart rate (HR) compared to isoflurane.^20^ Moreover, compared with Avertin, a combination of xylazine and ketamine was demonstrated to produce profound bradycardia with effects on loading conditions and ventricular function.^19^ At LV catheterization, systolic and diastolic function was particularly impaired in mice that showed HR <300 beats/min after xylazine and ketamine anesthesia.^19^

Mice were euthanized with the following methods: carbon dioxide 100% (route: inhalation), followed by cervical dislocation; exsanguination under isoflurane 3% anesthesia (route: inhalation); isoflurane 3% (route: inhalation) followed by heart excision.

### 2.2 Histology and isolation of adult cardiac myocytes

Cardiac apoptosis, fibrosis, infarct size and infarct length evaluation, immunohistochemistry and isolation of adult cardiomyocytes were performed as previously described.^18^^,^^21^

### 2.3 RT-PCR, Western blotting, and RNA-seq

Real-time polymerase chain reaction (RT-PCR), Western blotting, and RNA-seq were performed as previously described^10^^,^^21^^,^^22^

### 2.4 FACS analysis

Fluorescence activated cell sorting (FACS) analysis of immune cell populations was performed on cells isolated from heart, as previously described^23^^,^^24^

### 2.5 Statistical analysis

Mean values for individual experiments are expressed as means ± standard error of the mean (S.E.M.). Shapiro–Wilk test was used to test normality. Comparisons between two groups were assessed by unpaired *t*-test if normally distributed or by Mann–Whitney test if not normally distributed. Comparisons between multiple groups were performed by one-way or two-way ANOVA with Tukey’s multiple comparison tests. Log-rank (Mantel–Cox) test has been used to compare survival curves. Prism 8.4 software (GraphPad Software) has been used for statistical analysis. A *P*-value < 0.05 was considered statistically significant.

## 3. Results

### 3.1 TgGRK5 mice showed reduced cardiac function and increased hypertrophy after MI

Previous studies have reported upregulated myocardial GRK5 expression in human HF biopsies.^5–7^ Hence, we evaluated LV GRK5 protein levels 4-days post-MI or sham operation in WT mice. We found LV GRK5 protein levels to be increased in WT-MI compared to WT-Sham mice (Supplementary material online, *Figure S1A, B*). More interestingly, we discovered that GRK5 was upregulated in cardiomyocytes isolated from WT-MI compared to WT-Sham mice at 4 days post-surgery (*Figure 1A,B*). Importantly, after subcellular fractionation of cardiomyocytes isolated from WT mice at 3 days post-MI or -Sham, we found that GRK5 levels were equally increased in the cytosolic, membrane and nuclear fractions post-MI (Supplementary material online, *Figure S1C, D*).

**Figure 1:**
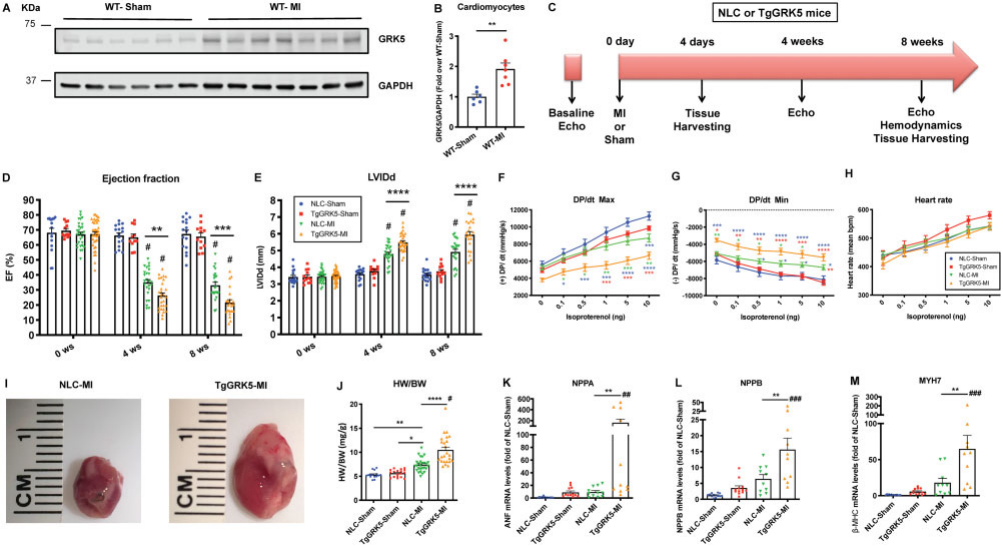
Cardiomyocyte-specific GRK5 overexpression impairs cardiac function after myocardial infarction. Representative Western blot (*A*) and quantification (*B*) showing GRK5 protein levels in cardiomyocytes isolated from WT mice at 4-days post-Sham operation or post–myocardial infarction (MI). GAPDH used as loading control (*n* = 6–7). Overall design of the 8-week study in NLC and TgGRK5 mice subjected to Sham-operation or MI (*C*). Ejection fracti) (*D*) on (EFand left ventricular internal diameter in diastole (LVIDd) (*E*) as measured by echocardiography at 0- (baseline), 4- and 8-weeks post-surgery in Sham and MI groups (*n* = 11–38). Quantification of LV +dP/dt Max (*F*), −dP/dt Min (*G*) and heart rate (HR) (*H*) performed at baseline and with increasing doses of Isoproterenol. Different color asterisks have been used to show significant differences between groups (*n* = 7–18). Representative images of hearts from MI groups (8 weeks post-MI) (*I*). Measures of heart weight to body weight ratio (HW/BW) at 8 weeks post-surgery (*J*) (*n* = 15–27). Quantification of RT-PCR data showing fold change of NLC-Sham for NPPA (*K*), NPPB (*L*) and MYH7 (*M*) in LV samples at 8-weeks post-surgery (*n* = 10–14). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, #*P* < 0.0001 vs. NLC-Sham and TgGRK5-Sham, ##*P* < 0.01 vs. NLC-Sham and TgGRK5-Sham, ###*P* < 0.0001 vs. NLC-Sham and *P* < 0.001 vs. TgGRK5-Sham. Two- or one-way ANOVA with Tukey’s post hoc test or, unpaired *t*-test were used between groups.

In order to investigate the impact of myocardial GRK5 on cardiac function in ischemic HF *in vivo*, we utilized TgGRK5 mice compared to NLC mice. To study ischemic heart disease, 8 to 12-week-old TgGRK5 and NLC mice of both male and female sexes, underwent surgical MI or Sham operation (Study design in *Figure 1C*). Serial measurements of cardiac function were collected for all mice at 0 (baseline), 4-, and 8-weeks post-surgery using echocardiography (*Figure 1D,E*; Supplementary material online, *Figure S2A–D* and *Table S1*). No differences in LV function or dimension were found between groups at baseline (*Figure 1D,E* and Supplementary material online, *Table S1*). At both 4- and 8-weeks post-MI, LV ejection fraction (EF) and fractional shortening (FS) were significantly reduced in post-MI groups compared to Sham animals, while LV internal diameters in diastole and systole (LVIDd and LVIDs) and LV volumes were significantly higher in post-MI compared to Sham mice, which was expected (*Figure 1D,E* and Supplementary material online, *Figure S2A–D* and *Table S1*). Interestingly, our data show significant detrimental effects of cardiomyocyte-specific overexpression of GRK5 in ischemic HF (4- and 8-weeks post-MI) both in terms of contractility and LV dimension (*Figure 1D,E* and Supplementary material online, *Figure S2C, D* and *Table S1*). LV function and diameter were impaired in both male and female TgGRK5 mice when compared to sex-matched NLC mice during the progression of post-MI HF (Supplementary material online, *Figure S3A–D*). In line with diminished LV function, radial and longitudinal strain/strain rate were also impaired in TgGRK5 post-MI mice (Supplementary material online, *Figure S4A–F*). In fact, TgGRK5 post-MI mice showed impaired global (average of 6 LV segments) and anterior-apical longitudinal strain compared to NLC-MI mice while the main difference in radial contractility between these groups lies in the anterior-basal segment (Supplementary material online, *Figure S4C, D*).

**Figure 2:**
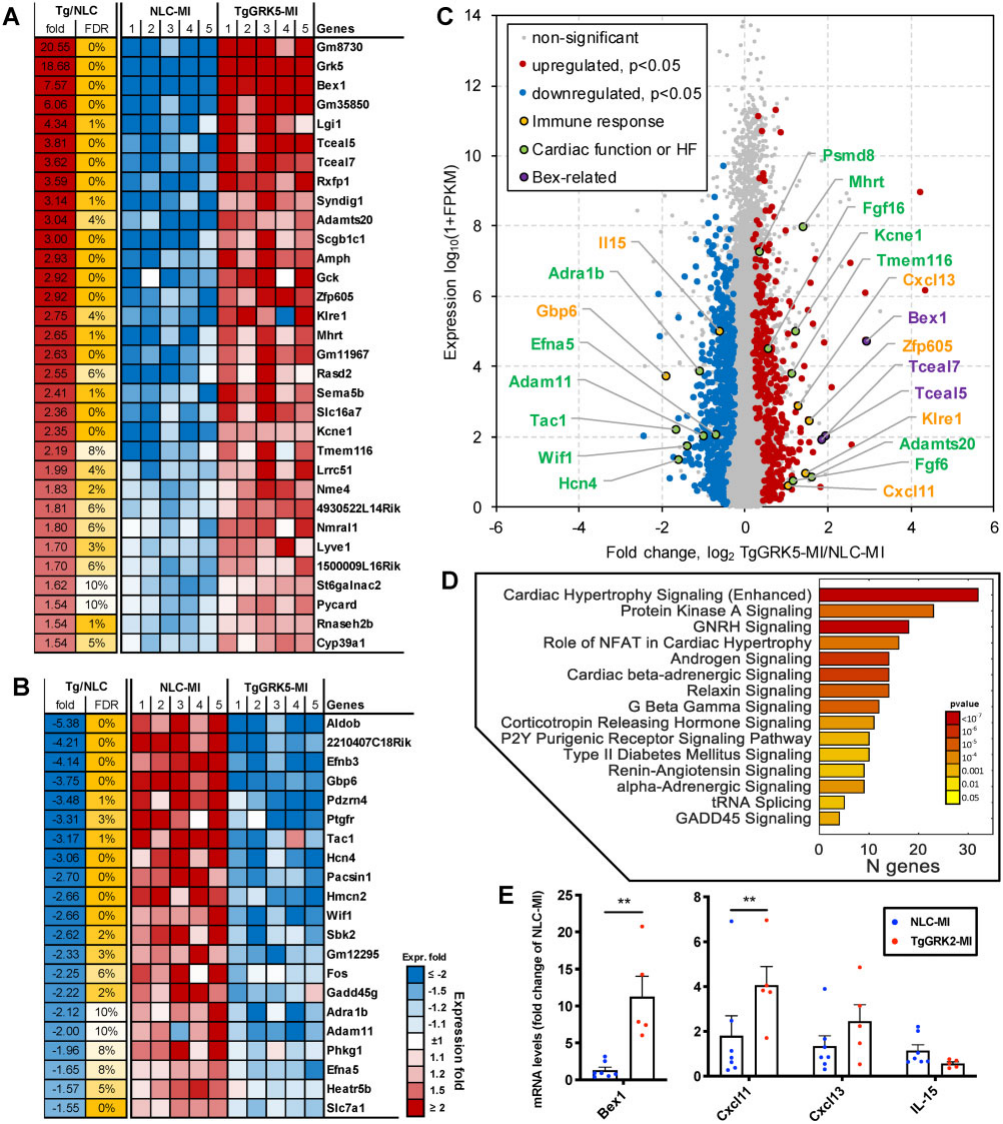
Effect of GRK5 expression on transcriptome in cardiomyocyte after myocardial infarction. Transcriptome evaluation in cardiomyocytes isolated at 4-days post-myocardial infarction (MI) from TgGRK5 mice compared to NLC mice (5 mice/group). Heat map illustrating top genes upregulated (*A*) and top genes downregulated (*B*) in TgGRK5-MI (compared to NCL-MI) that pass FDR < 10% threshold. Volcano plot showing upregulated and downregulated genes in TgGRK5-MI compared to NLC-MI (*C*). Highlighted significantly affected genes. Pathways enriched among genes significantly affected by GRK5-overexpression in cardiomyocytes (*D*). Quantification of RT-PCR data showing fold change of NLC-MI for Bex1, Cxcl11, Cxcl13 and IL-15 in cardiomyocytes isolated at 4 days post-MI (*E*) (*n* = 5–7). *P < 0.05, **P < 0.01. Mann–Whitney test was used among groups.

**Figure 3:**
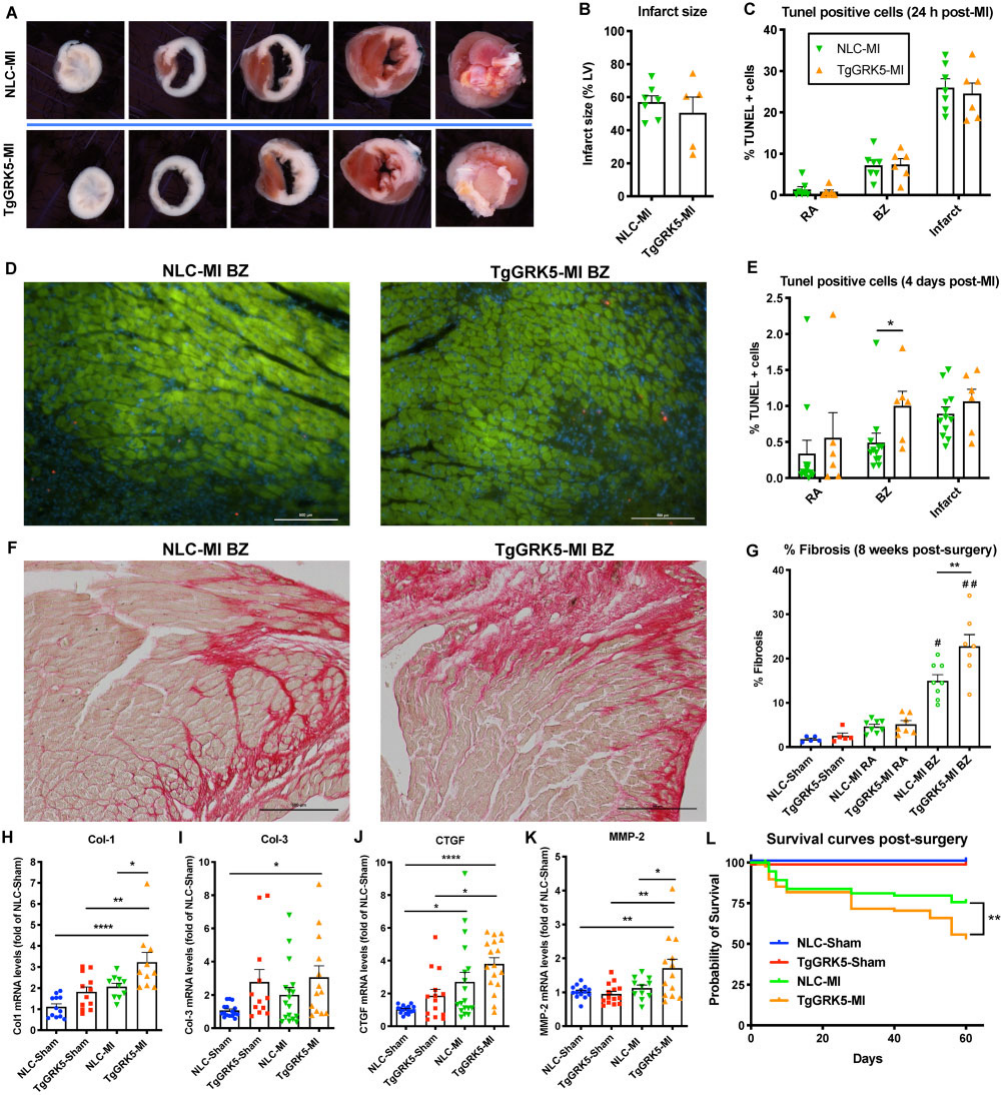
Transgenic cardiomyocyte GRK5 overexpression impacts cardiac remodeling and survival in ischemic heart failure. Representative TTC staining of hearts at 24 h post-myocardial infarction (MI) of NLC and TgGRK5 groups (*A*) as well as quantification of infarct size (% of LV) (*B*) (*n* = 5–7). TUNEL quantification of images of left ventricular (LV) tissue from NLC and TgGRK5 mice at remote area (RA), border zone (BZ), and infarct area at 24 h post-MI (*C*) (*n* = 6–7). Representative TUNEL staining (red) of LV tissue from NLC and TgGRK5 mice at the BZ counterstained with Troponin T (green) to visualize cardiomyocytes, at 4-days post-MI; DAPI was used as a nuclear marker (blue) (*D*). Scale bar in white (500 μm). TUNEL quantification of images of LV tissue from NLC and TgGRK5 mice at the RA, BZ, and infarct area, at 4-days post-MI (*E*) (*n* = 6–12). Representative images (*F*) and quantitative data (*G*) showing the percentage of fibrosis via Picrosirius red staining in LV tissue from NLC and TgGRK5 at 8-weeks post-Sham operation or MI (*n* = 5–8). Scale bar in black (500 μm). Quantification of RT-PCR data showing fold change of NLC-Sham for Col-1 (*H*), Col-3 (*I*), CTGF (*J*) and MMP-2 (*K*) in LV samples collected at 8-weeks post-surgery (*n* = 10–18). Kaplan–Meier survival curves of Sham and MI groups (*L*) (*n* = 8–89). Log-rank (Mantel–Cox) test has been used between groups. *P < 0.05, **P < 0.01, ****P < 0.0001, #*P* < 0.0001 vs. NLC-Sham, TgGRK5-Sham and NLC-MI RA and *P* < 0.001 vs. TgGRK5-MI RA, ##*P* < 0.0001 vs. NLC-Sham, TgGRK5-Sham, NLC-MI RA and TgGRK5-MI RA. One-way ANOVA with Tukey’s post hoc test, *t*-test or Mann–Whitney test were used between groups.

**Figure 4:**
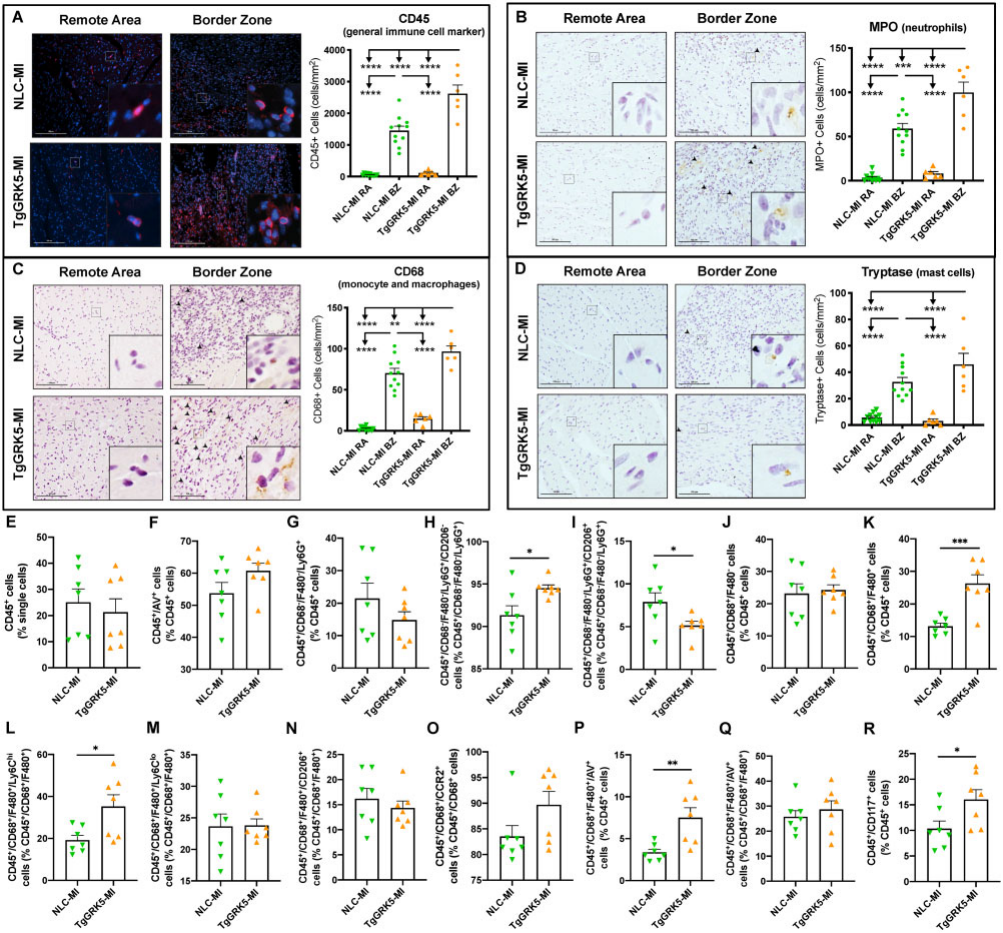
TgGRK5 showed increased early immune cell recruitment to the heart post-myocardial infarction. Representative images and quantification of CD45 (*A*), MPO (*B*), CD68 (*C*) and tryptase (*D*) stainings for remote area (RA) and border zone (BZ) of hearts from NLC and TgGRK5 mice at 4-days post-myocardial infarction (MI) (*n* = 6–11). Scale bar in white or black (100 μm). Arrowheads indicate positive staining. Insets show higher magnification at ×250. Flow-cytometric quantification of immune cells isolated from NLC and TgGRK5 hearts at 4 days post-MI (*E*–*R*) (*n* = 7 per group). AV= Annexin V. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. One-way ANOVA with Tukey’s post hoc test, *t*-test or Mann–Whitney test were used between groups.

At the end of the study, LV catheterization and hemodynamic analysis showed a significant reduction in LV contractility and relaxation while no difference in HR at both baseline and after increasing doses of Isoproterenol in the post-MI compared to Sham groups (*Figure 1F–H*). Interestingly, TgGRK5 mice subjected to ischemic injury showed a significant impairment in LV +dP/dt and −dP/dt compared to NLC post-MI mice (no difference in HR) at baseline and after infusion of Isoproterenol (*Figure 1F–H*).

To assess cardiac hypertrophy, we evaluated heart weight (HW), HW to body weight ratio (HW/BW), and HW to tibia length ratio (HW/TL) at the end of the study in all groups. HW, HW/BW, and HW/TL were increased in NLC ischemic hearts compared to Shams and significantly further increased in TgGRK5 post-MI hearts (representative pictures of post-MI groups at the end of the study have been showed) regardless of sex (*Figure 1I,J* and Supplementary material online, *Figures S5A,B* and *S6A–F*).

**Figure 5:**
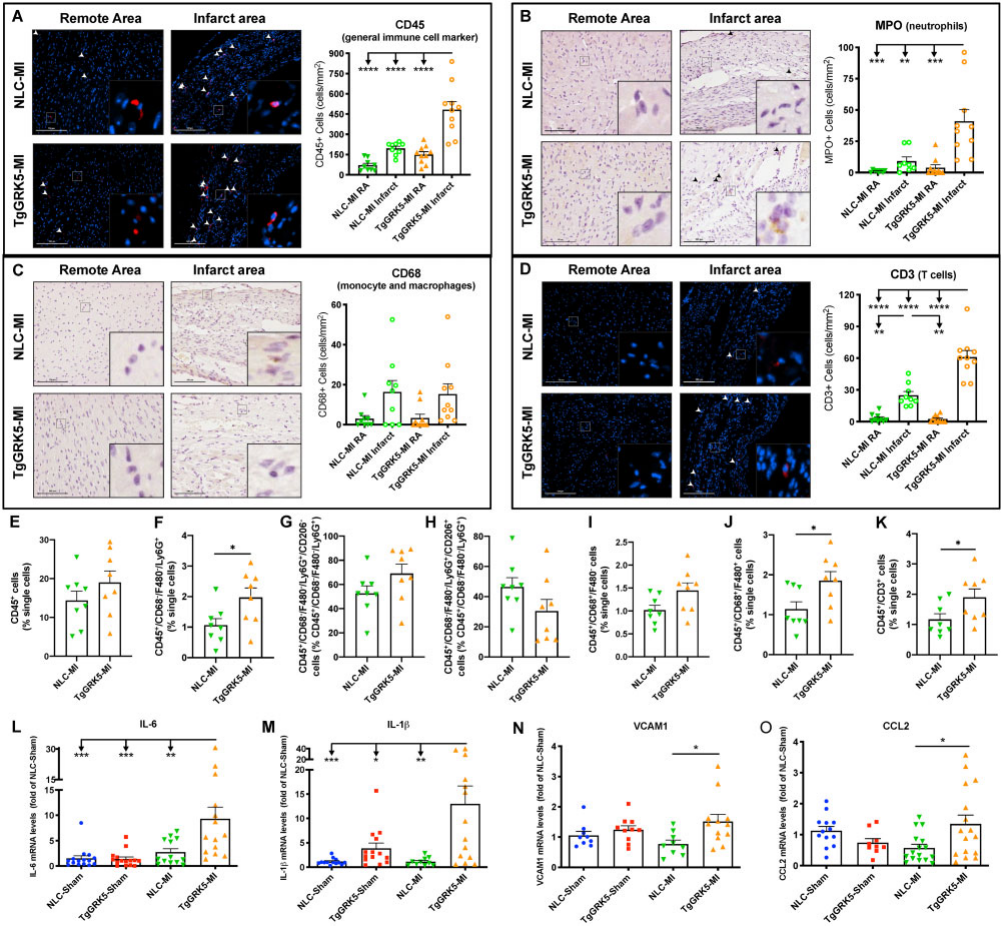
TgGRK5 mice showed increased late immune cell infiltration in the heart and chronic cardiac inflammation post-myocardial infarction. Representative images and quantification of CD45 (*A*), MPO (*B*), CD68 (*C*) and CD3 (*D*) stainings for remote area (RA) and infarct area of hearts from NLC and TgGRK5 mice at 8 weeks post-myocardial infarction (MI) (*n* = 8–10). Scale bar in white or black (100 μm). Arrowheads indicate positive staining. Insets show higher magnification at ×250. Flow-cytometric quantification of immune cells isolated from NLC and TgGRK5 hearts at 4 weeks post-MI (*E*–*K*) (*n* = 8 per group). Quantification of RT-PCR data showing fold change of NLC-Sham for IL-6, IL-1β, VCAM1, CCL2, (*L*–*O*) in left ventricular samples collected at 8-weeks post-surgery (*n* = 8–16). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. One-way ANOVA with Tukey’s post hoc test or *t*-test were used between groups.

**Figure 6:**
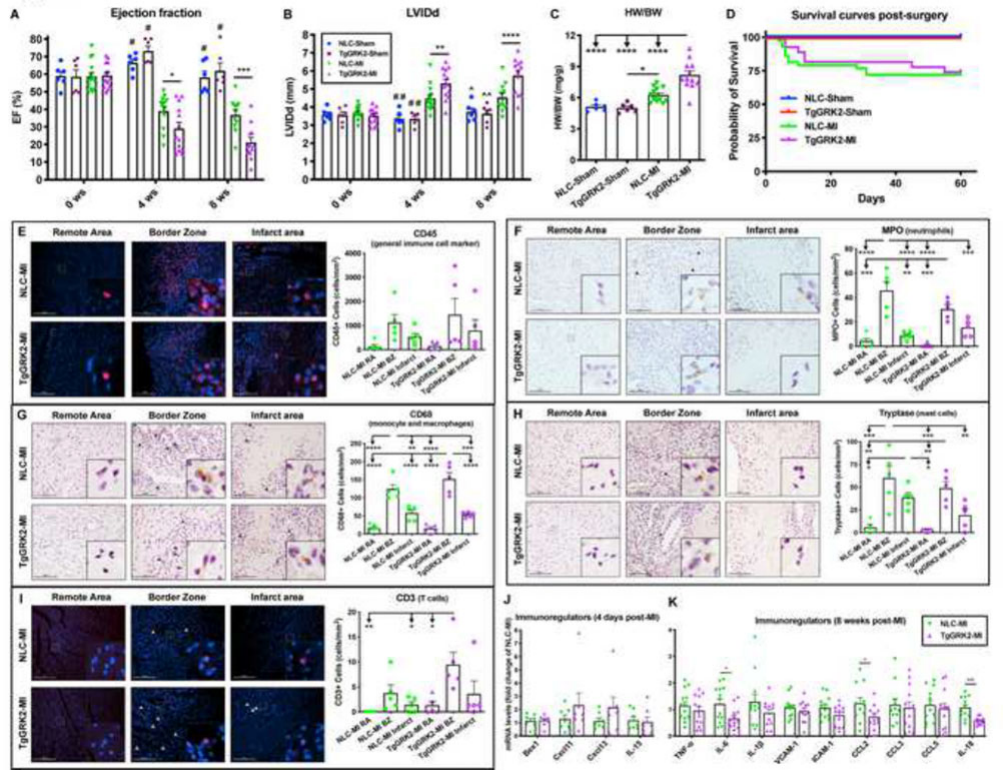
Cardiomyocyte-specific GRK2 overexpression did not alter immune cell recruitment to the heart post-myocardial infarction. Ejection fraction (EF) (*A*) and left ventricular internal diameter in diastole (LVIDd) (*B*) as measured by echocardiography at 0 (baseline), 4- and 8-weeks post-Sham operation or myocardial infarction (MI) in NLC and TgGRK2 groups (*n* = 6–14). Measures of heart weight to body weight ratio (HW/BW) at 8 weeks post-surgery (*C*) (*n* = 6–13). Kaplan–Meier survival curves of Sham and MI groups (*D*) (*n* = 8–43). Log-rank (Mantel–Cox) test has been used between groups. Representative images and quantification of CD45 (*E*), MPO (*F*), CD68 (*G*), tryptase (*H*) and CD3 (*I*) stainings for remote area (RA), border zone (BZ), and infarct area of hearts from NLC and TgGRK2 mice at 4-days post-MI. Scale bar in white or black (100 μm). Arrowheads indicate positive staining. Insets show higher magnification at ×250 (*n* = 5 per group). Quantification of RT-PCR data showing fold change of NLC-MI for Bex1, Cxcl11, Cxcl13 and IL-15 (*J*) in LV samples collected at 4 days post-MI (*n* = 7 per group). Quantification of RT-PCR data showing fold change of NLC-MI for TNFα, IL-6, IL-1β, VCAM1, ICAM1, CCL2, CCL3, CCL5, and IL-18 (*K*) in LV samples collected at 8-weeks post-MI (*n* = 11–13). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, #*P* < 0.0001 vs. NLC-MI and TgGRK2-MI, ##*P* < 0.01 vs. NLC-MI and *P* < 0.0001 vs. TgGRK2-MI, ^*P* < 0.0001 vs. TgGRK2-MI, ^^*P* < 0.01 vs. NLC-MI *P* < 0.0001 vs. TgGRK2-MI. Two- or one-way ANOVA with Tukey’s post hoc test, t-test or Mann–Whitney test were used between groups.

Consistent with functional and gravimetric data, atrial natriuretic factor (NPPA), brain natriuretic peptide (NPPB), and β-Myosin heavy chain (MYH7) gene expression was markedly increased in TgGRK5 failing hearts compared with NLC failing hearts at 8-weeks post-MI (*Figure 1K–M*). As expected, GRK2 protein levels were increased 4-days post-MI in the NLC hearts compared to NLC sham hearts (Supplementary material online, *Figure S7A, B*).^4^ Interestingly, we found that GRK2 protein levels were further upregulated in TgGRK5-MI compared to NLC-MI hearts (Supplementary material online, *Figure S7A, B*).

**Figure 7:**
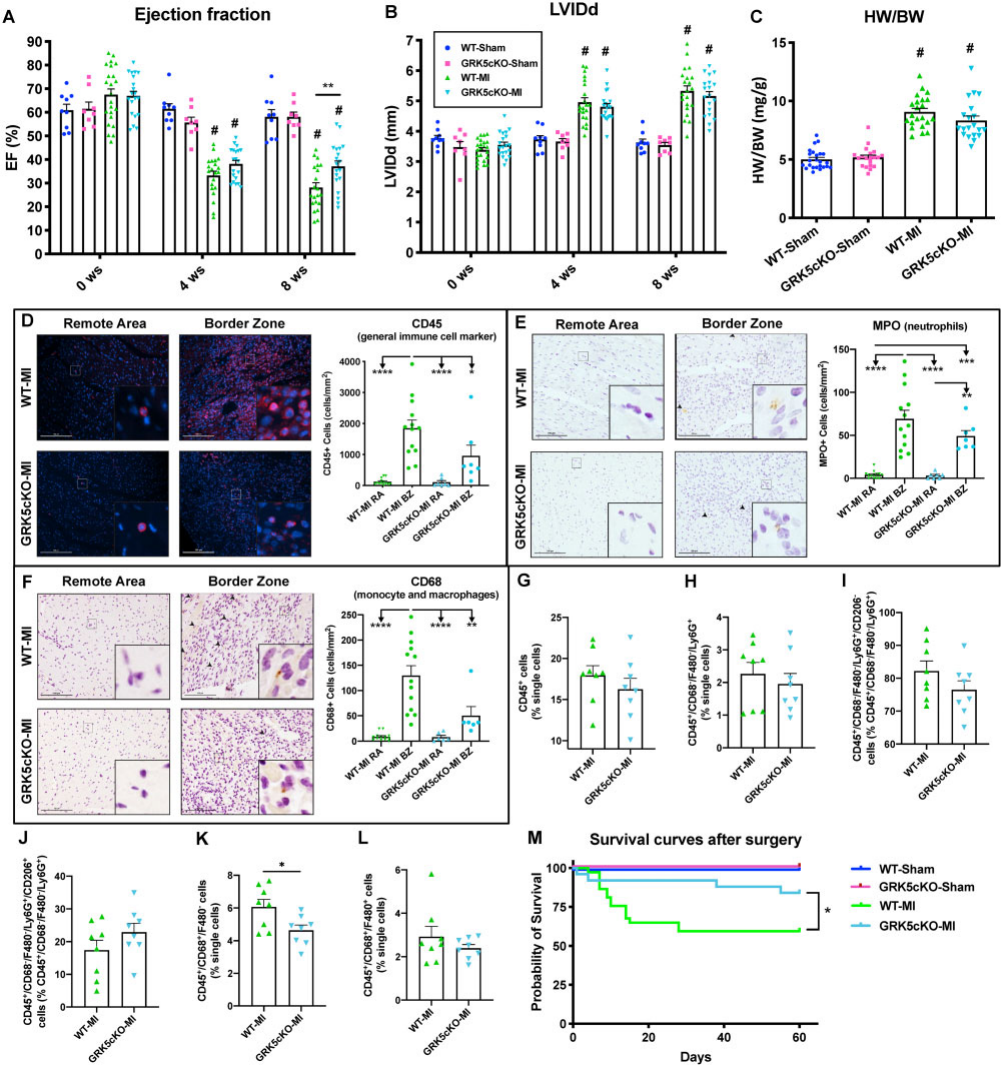
Cardiomyocyte-GRK5 deletion improved contractility, diminished early immune cell recruitment to the heart and increased survival rate post-myocardial infarction. Ejection fraction (EF) (*A*) and left ventricular internal diameter in diastole (LVIDd) (*B*) as measured by echocardiography at 0 (baseline), 4- and 8-weeks post-Sham operation or myocardial infarction (MI) in WT and GRK5cKO groups (*n* = 8–23). Measures of heart weight to body weight ratio (HW/BW) at 8 weeks post-surgery (*C*) (*n* = 20–24). Representative images and quantification of CD45 (*D*), MPO (*E*) and CD68 (*F*) stainings for remote area (RA) and border zone (BZ) of hearts from WT and GRK5cKO mice at 4-days post-MI. Scale bar in white or black (100 μm). Arrowheads indicate positive staining. Insets show higher magnification at ×250 (*n* = 6–13). Flow-cytometric quantification of immune cells isolated from WT and GRK5cKO hearts at 4 days post-MI (*G*–*L*) (*n* = 8 per group). Kaplan–Meier survival curves of Sham and MI groups (*M*) (*n* = 11–37). Log-rank (Mantel–Cox) test has been used between groups. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; #*P* < 0.0001 vs. WT-Sham and GRK5cKO-Sham. Two- or one-way ANOVA with Tukey’s post hoc test, or *t*-test were used between groups.

### 3.2 Transcriptome analysis in TgGRK5 cardiomyocytes subjected to ischemic injury

It is well established that ischemic injury activates various signaling pathways, however, it is still unknown whether overexpression of GRK5 in cardiomyocytes leads to changes in gene expression patterns post-MI.^25^ We used RNA-Seq technology to assess whole transcriptome expression in cardiomyocytes isolated 4-days post-MI from TgGRK5 mice compared to NLC. 

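Cardiomyocyte RNA from 5 NLC-MI and 5 TgGRK5-MI mice was sequenced on day 4 after MI, with 1 library per mouse. The authors deposited the counts of reads on each of 51789 genes, listed by Ensembl identifier, as whole numbers without normalization. For the RNA-Seq methods the paper's text refers to earlier work, and it does not name the aligner, the counting program, the strand setting or the genome build. Libraries held from 7968779 counts in NLC-MI replicate 3 to 23381527 counts in NLC-MI replicate 2, with a median of 20540815 in NLC-MI and 18337488 in TgGRK5-MI. A gene with 3 counts, taken as the smallest amount the depth can show, lay between 0.121 and 0.393 CPM (counts scaled to library size) across the libraries. Genes were named and placed with the GENCODE M21 annotation of GRCm38, which held 51596 of the identifiers. Counts were normalized with edgeR's TMM method, and the 15232 genes that passed its filter on low counts were compared with its quasi-likelihood F test and Benjamini-Hochberg adjustment. The gene of the transgene's protein, Grk5 (ENSMUSG00000003228, chromosome 19 from 60889749 to 61095968), was at 60.4 ± 9.50 CPM (SD, n = 5) in NLC-MI and 1222 ± 472 CPM (SD, n = 5) in TgGRK5-MI. Its log2 fold change was 4.34 (standard error 0.32, adjusted p = 0.000246 from edgeR's quasi-likelihood test). Every TgGRK5-MI library lay above every NLC-MI library (two-sided exact permutation test, p = 0.00794, the smallest p that 5 against 5 libraries allow). With each library left out in turn, the log2 fold change stayed between 4.18 and 4.53. The libraries of the groups share replicate numbers, and with the replicate number as a block the log2 fold change was 4.26 (edgeR adjusted p = 0.00700, the highest among all alternatives).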

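At an adjusted p under 0.10 from edgeR's quasi-likelihood test, 8 genes were higher and 4 genes were lower in TgGRK5-MI than in NLC-MI. The higher genes were Grk5, Bex1, Tceal5, Gm35850, Tceal7, Amph, Zfp605 and Kcne1, and the lower genes were 2210407C18Rik, Efnb3, Gbp6 and Hmcn2. For each of these 12 genes, the 5 values of one group all lay above the 5 of the other. Across all genes tested 153 genes (1.00%) had such non-overlapping groups, where chance gives 0.794%. At an unadjusted p under 0.05, 269 genes were higher and 317 genes were lower. When the 10 libraries were split into 5 and 5 in 100 ways, 56 and 51 of the splits gave as many. These 2 numbers alone therefore show no effect of the transgene. Of the alternatives, DESeq2 moved the numbers at an adjusted p under 0.10 most. With DESeq2's Wald test, 42 genes were higher and 27 genes were lower at that threshold, among them all 12 of the edgeR genes. DESeq2 gave a p to 28443 genes against 15232 with edgeR, and left some with few counts, such as Bex4, without an adjusted p. Without its filter, edgeR tested 28506 genes and gave 13 higher and 5 lower. The number of genes tested thus does not account for the gap. Normalization also differs, so the effect of the test alone was not isolated. Same-numbered libraries of the groups deviated together with a mean correlation over genes of 0.172, and with the replicate number as a block in edgeR 5 genes were higher and 3 genes were lower. At an unadjusted p under 0.05 the block gave 310 higher and 294 lower genes. Of the 32 genes of Figure 2A, 31 genes passed the filter on low counts. All 31 were higher in TgGRK5-MI with an unadjusted p under 0.05, and 8 of them had an edgeR adjusted p under 0.10. All 21 genes of Figure 2B were lower with an unadjusted p under 0.05, and 4 of them had an edgeR adjusted p under 0.10. Adjusted over each figure panel's genes alone, all 31 and all 21 were under 0.10, a count that shows no stability since both lists were drawn from the same data. The second largest increase was that of Gm8730 (ENSMUSG00000063696), a processed pseudogene that matches the Rplp0 transcript over all of its 954 bases at 98.7% identity. Its log2 fold change was 4.19 (standard error 0.83, edgeR adjusted p = 0.208).

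**Figure D1:**
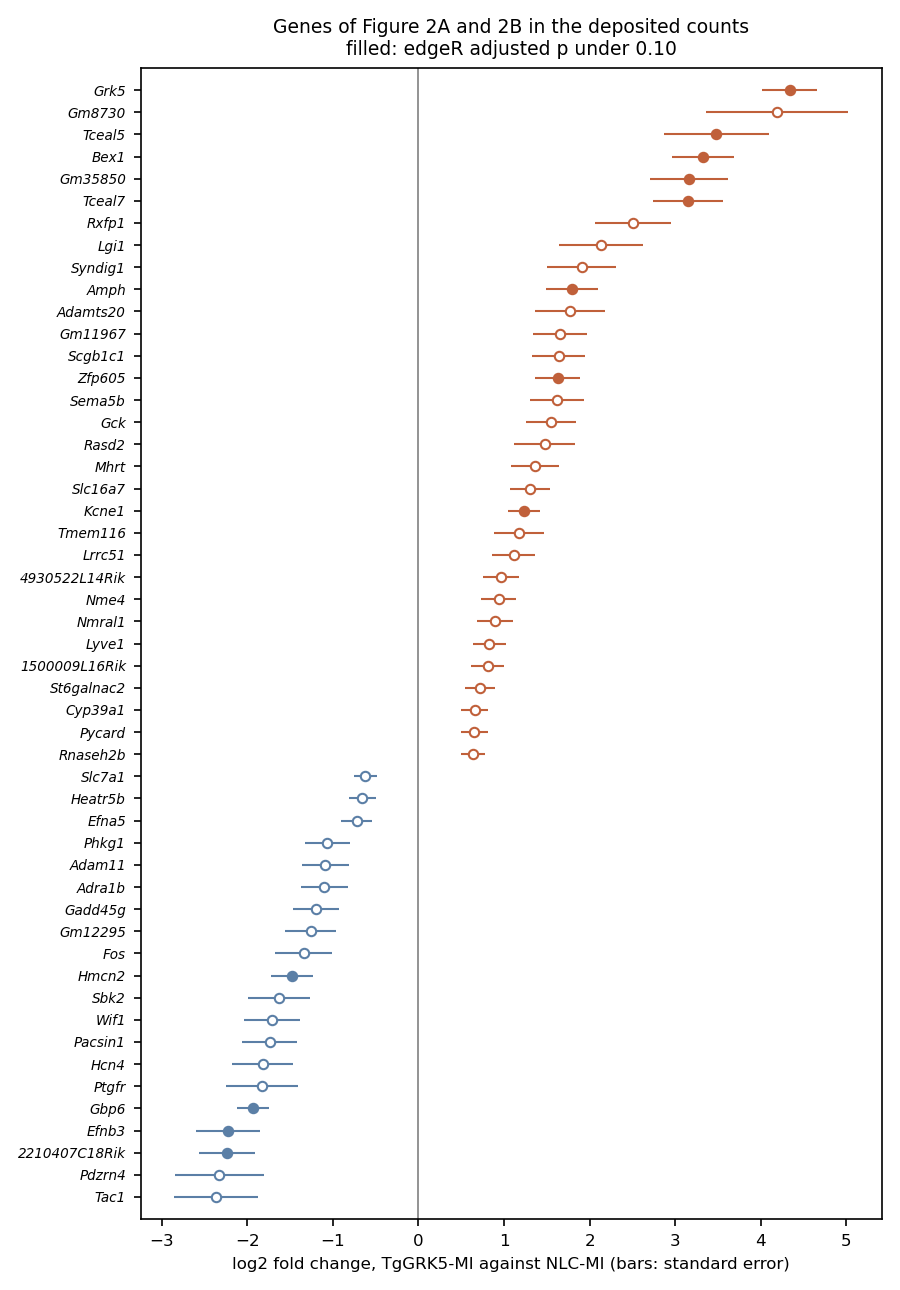
Log2 fold change of TgGRK5-MI against NLC-MI (horizontal axis) for genes of Figure 2A and 2B, with bars for the standard error. Filled points mark the 12 genes with an edgeR adjusted p under 0.10.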

We found 32 top upregulated genes (that passed FDR < 10% threshold) (*Figure 2A*) and 21 top downregulated genes (*Figure 2B*) in TgGRK5 cardiomyocytes (complete list of upregulated and downregulated genes in TgGRK5 compared to NLC post-MI cardiomyocytes in Supplementary material online, *Tables S2* and *S3*). These genes are predominantly known as regulators of the immune system as well as of cardiac function, remodeling or HF-related (*Figure 2C*). 

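Of the 6 genes that Figure 2C places with the immune response, Il15, Gbp6, Cxcl13 and Zfp605 passed the filter on low counts, and all 4 had an unadjusted p under 0.05. Gbp6 (ENSMUSG00000104713, chromosome 5 from 105270702 to 105293698) fell from 37.3 ± 7.44 CPM in NLC-MI to 9.80 ± 1.73 CPM in TgGRK5-MI (SD, n = 5 each). Its log2 fold change was -1.93 (standard error 0.19, adjusted p = 0.00239 from edgeR's quasi-likelihood test), and it stayed between -2.03 and -1.84 with each library left out in turn. Zfp605 (ENSMUSG00000023284) rose from 3.03 ± 0.999 to 9.32 ± 1.98 CPM, a log2 fold change of 1.63 (standard error 0.26, edgeR adjusted p = 0.0909). A fit with the replicate number as a block gave an edgeR adjusted p of 0.0295 for Gbp6 and 0.141 for Zfp605. Over all alternatives tried with edgeR, DESeq2 and limma, the adjusted p ran from 1.08e-18 to 0.0363 for Gbp6 and from 2.03e-06 to 0.468 for Zfp605. Klre1 (ENSMUSG00000050241) had at most 2 counts in each NLC-MI library and from 0 to 40 counts in the TgGRK5-MI libraries, which makes it at least 4.77-fold higher in TgGRK5-MI when set against the floor of 3 counts. It fell under the filter on low counts, and without the filter its edgeR adjusted p was 0.0737 (0.0222 with DESeq2). All 13 genes that Figure 2C places with cardiac function or remodeling had an unadjusted p under 0.05, 7 of them higher and 6 of them lower in TgGRK5-MI. The paper's legend describes the genes marked in Figure 2C as significantly affected, so they were drawn from the same data. That all 13 genes and all 4 immune genes were under 0.05 is therefore no independent evidence for them. Of the 13 genes, only Kcne1 had an edgeR adjusted p under 0.10, while 12 of the 13 had a DESeq2 adjusted p under 0.10. The 13 absolute log2 fold changes ran from 0.38 to 2.36. Mhrt, one of the 13, shares 484 exon bases with Myh7 on the opposite strand, and the counting is not stated to use strand. The channel gene Hcn4 (ENSMUSG00000032338) fell from 6.24 ± 2.83 to 1.76 ± 0.655 CPM (log2 fold change -1.82, standard error 0.36, edgeR adjusted p = 0.208). The receptor gene Adra1b (ENSMUSG00000050541) fell from 23.4 ± 8.72 to 10.9 ± 3.43 CPM (log2 fold change -1.10, standard error 0.28, edgeR adjusted p = 0.510). For both genes the groups did not overlap (exact permutation test, p = 0.00794). DESeq2 gave an adjusted p of 0.000896 for Hcn4 and 0.0591 for Adra1b.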

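IPA's pathway lists were not used here. In their place, 11 gene lists were written by hand from general knowledge, and each was compared with all other genes tested by limma's camera test on log2 CPM (prior count 2, inter-gene correlation set to 0.01). An interferon response list (37 genes tested) was lower in TgGRK5-MI, with a mean log2 fold change of -0.14 (camera adjusted p = 0.0221, limma). It holds Gbp6 and Il15, and without Gbp6, Il15 and Cxcl11 the mean log2 fold change was -0.08, past the NLC-MI mean in 2 of 5 TgGRK5-MI libraries (camera p = 0.0540, or 0.0426 with the replicate number as a block; exact permutation test of the mean, p = 0.762). A chemokine list (25 genes tested) had a mean log2 fold change of 0.09 (camera adjusted p = 0.580, limma). Over all 11 lists, 5 lists had a camera adjusted p under 0.10, each of them lower in TgGRK5-MI, and the mean log2 fold changes ran from -0.17 to 0.09. When camera estimated the inter-gene correlation of each list instead, 0 lists had an adjusted p under 0.10. With the replicate number as a block, 5 lists had a camera adjusted p under 0.10 (mean correlation of same-numbered libraries 0.172). Fisher's exact test of the genes with an unadjusted p under 0.05 inside against outside each list gave an adjusted p under 0.10 for 7 of the 11 lists, and its direction counts are given with the pathways reported.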

Enrichment analysis of the significantly differentially expressed genes using Ingenuity Pathway Analysis (IPA) demonstrated several pathways and interaction networks (related to cardiovascular function and immune-inflammatory response) being affected post-MI by GRK5 overexpression in cardiomyocytes (*Figure 2D* and Supplementary material online, *Figure S8*).

Cardiac pro-hypertrophic pathways including NFAT-signaling as well as Gβγ, Protein Kinase A and β-AR and α-AR signaling were triggered. Moreover, numerous hormonal pathways were also activated such as Renin–Angiotensin, GNRH, androgen, and CRH signaling. 

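The hand-written list for NFAT hypertrophy signaling (51 genes tested) was lower in TgGRK5-MI, with a mean log2 fold change of -0.10 (camera adjusted p = 0.0225, limma). It held 7 genes with an unadjusted p under 0.05, 2 higher and 5 lower (13.7% against 3.81% of the genes outside, Fisher's exact test, adjusted p = 0.00705). The Gβγ list (43 genes tested) had a mean log2 fold change of 0.05 (camera adjusted p = 0.646, limma) and 5 such genes, 3 higher and 2 lower (Fisher's exact test, adjusted p = 0.0438). The Protein Kinase A list (60 genes tested) had a mean log2 fold change of -0.05 (camera adjusted p = 0.256, limma) and 8 such genes, 3 higher and 5 lower (Fisher's exact test, adjusted p = 0.00552). With the replicate number as a block, the camera adjusted p from limma was 0.0149 for NFAT hypertrophy, 0.782 for Gβγ and 0.374 for Protein Kinase A signaling, where same-numbered libraries had a mean correlation of 0.172. When camera estimated the inter-gene correlation instead, the adjusted p from limma was 0.516 for NFAT hypertrophy, 0.796 for Gβγ and 0.735 for Protein Kinase A signaling. The lists share genes with each other, so their tests are not independent. A mean over the mRNA of list members, counted alike whether they activate or inhibit, does not measure the activity of a pathway.

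**Figure D2:**
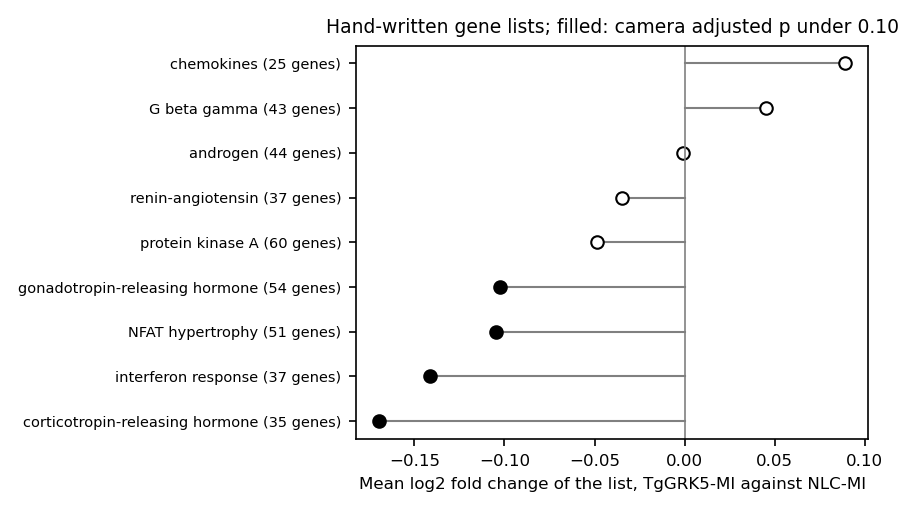
Mean log2 fold change of TgGRK5-MI against NLC-MI (horizontal axis) for hand-written gene lists, with the number of genes tested. Filled points mark lists with a camera adjusted p under 0.10 at the preset inter-gene correlation of 0.01, all of them below 0. With an estimated correlation, 0 lists had an adjusted p under 0.10.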

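The hand-written renin-angiotensin list (37 genes tested) had a mean log2 fold change of -0.03 in TgGRK5-MI against NLC-MI (camera adjusted p = 0.646, limma). Of its genes, 4 genes had an unadjusted p under 0.05, 1 higher and 3 lower (Fisher's exact test, adjusted p = 0.0826). The GNRH list (54 genes tested) was lower, with a mean log2 fold change of -0.10 (camera adjusted p = 0.0590, limma). It held 10 such genes, 2 higher and 8 lower (Fisher's exact test, adjusted p = 0.000375). The androgen list (44 genes tested) had a camera adjusted p of 0.860 from limma and 2 such genes, 1 in each direction (Fisher's exact test, adjusted p = 0.755). The CRH list (35 genes tested) was lower, with a mean log2 fold change of -0.17 (camera adjusted p = 0.0221, limma). It held 6 such genes, 1 higher and 5 lower (Fisher's exact test, adjusted p = 0.00552). When camera estimated the inter-gene correlation instead, the adjusted p from limma was 0.379 for GNRH and 0.219 for CRH signaling. With the replicate number as a block (mean correlation of same-numbered libraries 0.172), the camera adjusted p from limma was 0.652 for renin-angiotensin, 0.0525 for GNRH, 0.782 for androgen and 0.0149 for CRH signaling.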

Consistent with NFAT-activation, expression levels of the NFAT-target gene RCAN was increased in post-MI LV tissue from TgGRK5 compared to NLC (Supplementary material online, *Figure S9A*).

We confirmed altered expression of immunomodulatory factors (Bex1, Cxcl11, Cxcl13, and IL-15) in cardiomyocytes isolated 4-days post-MI from TgGRK5 mice compared to NCL-MI via RT-PCR (*Figure 2E*). Interestingly, Bex1 and Cxcl11 expression was also increased in LV samples from TgGRK5-Sham compared to NLC-Sham mice (Supplementary material online, *Figure S9B*). 

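Tceal7 (ENSMUSG00000079428) and Tceal5 (ENSMUSG00000054034) lie beside Bex1 on chromosome X of GRCm38. Tceal7 spans 136214779 to 136226100 on the forward strand, and Tceal5 spans 136200948 to 136203876 on the reverse strand. Tceal7 was at 0.179 ± 0.0546 CPM in NLC-MI and 1.56 ± 0.755 CPM in TgGRK5-MI (SD, n = 5 each), from 2 to 4 counts and from 11 to 40 counts per library. Its log2 fold change was 3.15 (standard error 0.41, adjusted p = 0.0161 from edgeR's quasi-likelihood test). Tceal7 and Bex1 share 223 exon bases on opposite strands, and the Tceal7 share of their joint counts was 12.9% over the NLC-MI libraries and 12.5% over the TgGRK5-MI libraries, so the counts do not part the 2 genes. Tceal5 shares no exon bases with Bex1 or Tceal7. It was at 0.109 ± 0.117 CPM in NLC-MI and 1.32 ± 0.515 CPM in TgGRK5-MI (SD, n = 5 each), from 0 to 6 counts and from 12 to 32 counts per library. The log2 fold change of Tceal5 was 3.48 (standard error 0.62, edgeR adjusted p = 0.0947). With each library left out in turn, the log2 fold change stayed between 2.86 and 3.29 for Tceal7 and between 3.08 and 4.33 for Tceal5. The largest edgeR adjusted p among these fits was 0.105 for Tceal7 and 0.321 for Tceal5. A fit with the replicate number as a block gave an edgeR adjusted p of 0.0384 for Tceal7 and 0.0859 for Tceal5. Over all alternatives tried with edgeR, DESeq2 and limma, the adjusted p ran from 1.57e-05 to 0.110 for Tceal7 and from 0.000647 to 0.951 for Tceal5. Of the 7 genes of the Bex and Tceal family that passed the filter on low counts, the other 4 genes had an unadjusted p of 0.05 or more. The annotation lists Bex4 (ENSMUSG00000047844) as a gene of its own, with 1 to 8 counts per library in both groups.

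**Figure D3:**
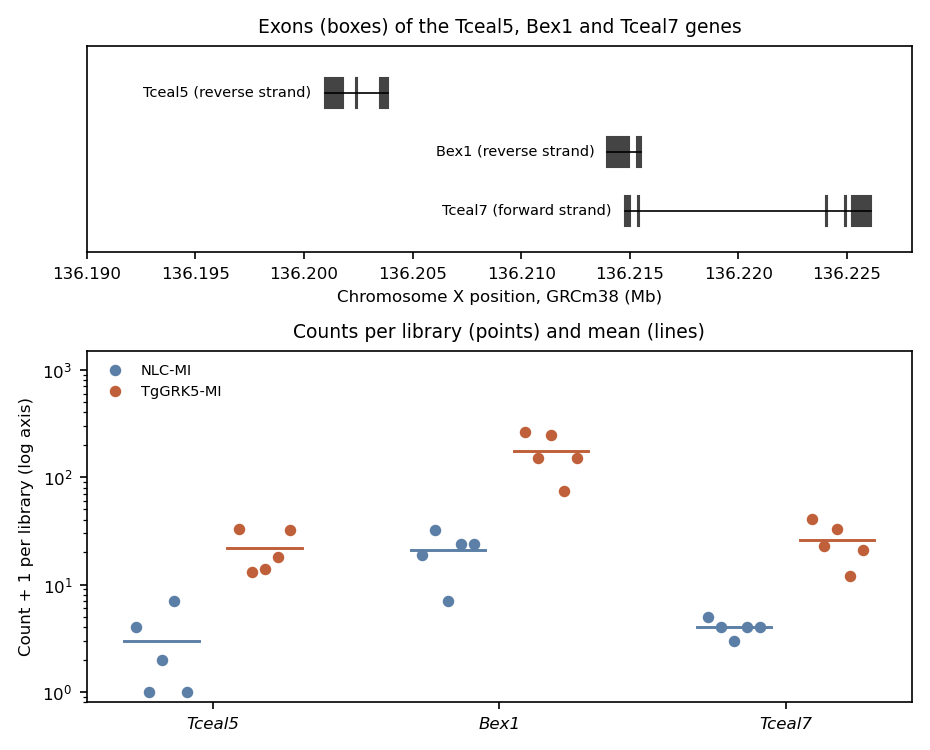
Exons of Tceal5, Bex1 and Tceal7 along chromosome X of GRCm38 in Mb (top), and their counts plus 1 per library on a log axis, with the mean as a line (bottom). The Tceal7 counts of 2 to 4 in NLC-MI and 11 to 40 in TgGRK5-MI rise together with those of Bex1, whose exons overlap those of Tceal7 over 223 bases.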

Of note, 2 other genes from the Bex family were upregulated in TgGRK5 cardiomyocytes as shown by our transcriptome analysis: Tceal7 (also called Bex4; a microtubule-associated protein that regulates tubulin dynamics) and Tceal5 (gene containing Bex domain) (*Figure 2C*; Supplementary material online, *Table S2*). Moreover, gene expression of HDAC5 and HDAC6 was reduced in post-MI cardiomyocytes when GRK5 was upregulated (Supplementary material online, *Table S3*).

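Hdac5 (ENSMUSG00000008855, chromosome 11 from 102194432 to 102230166) was at 83.1 ± 14.7 CPM in NLC-MI and 60.9 ± 7.71 CPM in TgGRK5-MI (SD, n = 5 each), a log2 fold change of -0.45 (standard error 0.15). Hdac6 (ENSMUSG00000031161, chromosome X from 7930120 to 7947889) was at 27.2 ± 7.64 CPM in NLC-MI and 18.5 ± 1.14 CPM in TgGRK5-MI (SD, n = 5 each), a log2 fold change of -0.56 (standard error 0.19). The exact permutation test gave p = 0.0238 for each gene. Adjusted over all genes tested, edgeR's quasi-likelihood test gave an adjusted p of 1 for Hdac5 and 0.999 for Hdac6. Adjusted over the 11 genes of the histone deacetylase family alone, 2 genes, Hdac5 and Hdac6, were under 0.10 with edgeR. Of the 11 genes, 4 were higher and 7 were lower in TgGRK5-MI. With each library left out in turn, the log2 fold change stayed between -0.52 and -0.36 for Hdac5 and between -0.68 and -0.38 for Hdac6.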

### 3.3 Cardiomyocyte overexpression of GRK5 impacts cardiac remodeling and survival in ischemic HF

Infarct size, measured by TTC staining at 24 h post-MI, revealed that TgGRK5 mice had infarcts of comparable size to NLC mice, suggesting that cardiomyocyte-specific overexpression of GRK5 does not alter the response to cardiac injury and served as verification that the surgical technique used was consistent across groups (*Figure 3A,B*). In addition, TUNEL staining showed that TgGRK5 hearts had comparable apoptosis to NLC hearts post-ischemic injury (24 h post-MI) in the remote area (RA), border zone (BZ), and infarct area (*Figure 3C* and Supplementary material online, *Figure S10A–F*). However, TUNEL staining demonstrated that TgGRK5 hearts had significantly higher apoptotic cells in the BZ compared to NLC hearts at 4-days post-MI but these cells were not found to be cardiomyocytes (*Figure 3D,E* and Supplementary material online, *Figure S10K*). No differences were found between TgGRK5 and NLC post-MI hearts in terms of apoptosis in the RA and infarct area at 4-days post-MI (*Figure 3E* and Supplementary material online, *Figure S10G–J*). Moreover, cardiac fibrosis in the BZ (*Figure 3F,G*), as well as mRNA levels of Collagen-1 (Col-1), CTGF, and MMP2, were higher in TgGRK5 compared to NLC mice in a chronic phase of HF (8-weeks post-MI) (*Figure 3H,J,K*). No differences in the development of fibrosis were found between sham or failing hearts in the RA (*Figure 3G* and Supplementary material online, *Figure S10L–O*); Col-3 expression levels were also similar between NLC and TgGRK5 failing hearts (*Figure 3I*).

Moreover, TgGRK5 hearts showed a reduction in vessels/cardiomyocyte ratio in the RA compared to NLC hearts while no difference was found between these groups in terms of infarct length at 8 weeks post-MI (Supplementary material online, *Figures S11* and *S12*). Importantly, survival rate was decreased in TgGRK5 post-MI mice compared to NLC post-MI mice (*Figure 3L*). Myocardial overexpression of GRK5 was affecting post-MI mortality in both sexes (Supplementary material online, *Figure S13A, B*).

### 3.4 Cardiomyocyte GRK5 overexpression increased leukocyte recruitment to the heart and chronic cardiac inflammation following MI

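The immunomodulatory genes that the paper names from these data are Bex1, Cxcl13, Cxcl11 and Il15. Bex1 (ENSMUSG00000050071) was at 1.08 ± 0.309 CPM in NLC-MI and 11.1 ± 6.00 CPM in TgGRK5-MI (SD, n = 5 each), and every TgGRK5-MI library lay above every NLC-MI library. Cxcl13 (ENSMUSG00000023078) was at 1.46 ± 0.577 CPM in NLC-MI and 4.51 ± 2.39 CPM in TgGRK5-MI (SD, n = 5 each). The log2 fold change of 1.56 (standard error 0.46) had an adjusted p of 0.858 in edgeR's quasi-likelihood test (exact permutation test, p = 0.0476). Cxcl11 (ENSMUSG00000060183) had from 0 to 9 counts per NLC-MI library and from 4 to 12 counts per TgGRK5-MI library and fell under the filter on low counts. Without the filter, its log2 fold change was 1.87 (standard error 0.70, edgeR adjusted p = 0.869). The exact permutation test of its log2 CPM gave p = 0.0238. Il15 (ENSMUSG00000031712) was at 17.9 ± 10.4 CPM in NLC-MI and 10.8 ± 2.17 CPM in TgGRK5-MI (SD, n = 5 each), a log2 fold change of -0.72 (standard error 0.31, edgeR adjusted p = 1). The exact permutation test gave p = 0.0397 for Il15 with all libraries. NLC-MI replicate 5, at 36.3 CPM, stood apart from the other NLC-MI libraries at 11.5 to 15.4 CPM, and without it the log2 fold change was -0.30 (exact permutation test, p = 0.111).

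**Figure D4:**
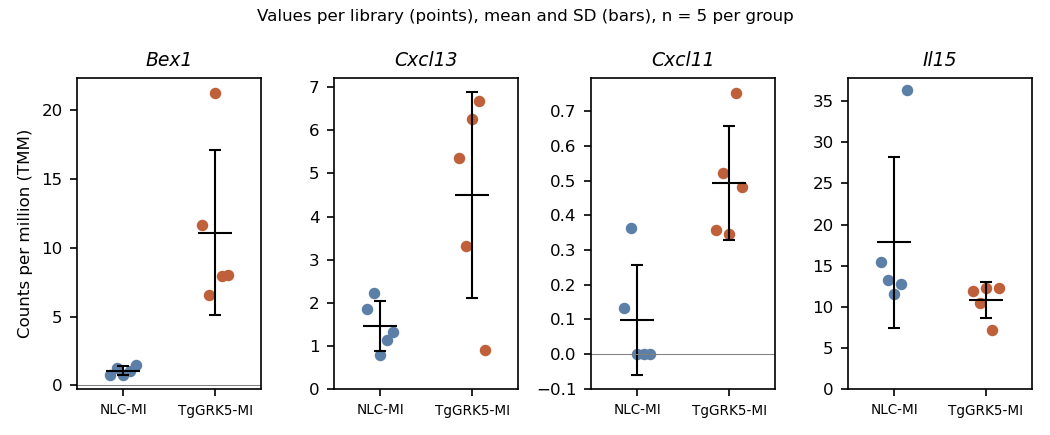
CPM of Bex1, Cxcl13, Cxcl11 and Il15 in each NLC-MI and TgGRK5-MI library (points), with the mean and SD of 5 libraries per group (bars). The groups are apart for Bex1 and overlap for the other genes, and for Il15 1 NLC-MI library lies at 36.3 CPM.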

Based on our transcriptome data showing the impact of GRK5 on the production of immunomodulatory factors by cardiomyocytes, we sought to determine whether cardiomyocyte-specific GRK5 upregulation *in vivo* could impair the leukocyte infiltration phenotype at either early or late time-points post-MI. To assess this, immunohistochemistry was performed on heart sections at 4-days and 8-weeks post-surgery to quantify infiltration of immune cell populations in sham hearts and in specific areas of MI hearts (RA, BZ, and infarct areas) in both TgGRK5 and NLC groups (*Figures 4A–D* and *5A–D*; Supplementary material online, *Figures S14 and S20*). Furthermore, FACS analysis (gating strategy shown in Supplementary material online, *Figure S15*) was performed to quantify immune cells (and their sub-populations) in TgGRK5 and NLC hearts at 4 days and 4 weeks post-MI (*Figures 4E–R* and *5E–K*; Supplementary material online, *Figures S16–18, S21–S23*). In particular we have evaluated: neutrophils (CD45^+^/CD68^−^/F480^−^/Ly6G^+^) and their sub-populations (CD206^+^ or CD206^−^); monocytes (CD45^+^/CD68^+^/F480^−^) and their sub-populations (Ly6C^low^, Ly6C^high^, CD206^+^), macrophages (CD45^+^/CD68^+^/F480^+^) and their sub-populations (Ly6C^low^, Ly6C^high^, CD206^+^), mast cells (CD45^+^/CD117^+^), B cells (CD45^+^/CD19^+^), T cells (CD45^+^/CD3^+^). CCR2^+^ cells were also evaluated within the CD68^+^ monocyte/macrophage population. Immune cell apoptosis has been evaluated using an Annexin V (AV) antibody.

TgGRK5 overexpression did not affect leukocyte recruitment to the heart in either sham or RA of post-MI mice at 4-days and 8-weeks post-surgery. However, TgGRK5 overexpression significantly enhanced the infiltration of CD45^+^ leukocytes to the heart at both 4-days and 8-weeks post-MI in the BZ and infarct area compared to NLC-MI hearts (*Figures 4A* and *5A* and Supplementary material online, *Figures S14A* and *S20A*). In particular, TgGRK5 mice had increased infiltration of MPO^+^ neutrophils and CD68^+^ monocytes/macrophages into the BZ and infarct area of the heart when compared to NLC-HF mice at 4-days post-MI (*Figure 4B,C* and Supplementary material online, *Figure S14B, C*). Infiltration of tryptase^+^ mast cells and CD3^+^ T cells was not different between MI groups at 4-days post-surgery (*Figure 4D* and Supplementary material online, *Figure S14D–F*). FACS analysis did not show differences in leukocyte (*Figure 4E*) or neutrophil (*Figure 4G* and Supplementary material online, *Figure S16B*) levels in the hearts of TgGRK5 mice compared to NLC mice at 4 days post-MI. However, TgGRK5-MI hearts showed increased level of CD206^−^ neutrophils and decreased level of CD206^+^ neutrophils compared to NLC-MI hearts (*Figure 4H,I* and Supplementary material online, *Figures S16D* and *S17B*). Flow-cytometric quantification also highlighted the increase in macrophages (mainly Ly6C^hi^ macrophages) (*Figure 4K–N* and Supplementary material online, *Figures S16I–L* and *S17F–H*) and mast cells (*Figure 4R* and Supplementary material online, *Figure S16N*) but no difference in monocytes (as well as their sub-populations) (*Figure 4J* and Supplementary material online, *Figures S16E–H, S17C–E, S18A–C*), B cells (Supplementary material online, *Figures S16O* and *S17I*) and T cells (Supplementary material online, *Figures S16P* and *S17J*) in TgGRK5-MI hearts compared to NLC-MI hearts at an early time-point post-ischemic injury. CCR2^+^ monocyte/macrophages were trending towards increase in TgGRK5-MI hearts (*Figure 4O*). As TgGRK5 hearts showed increased cell death as well as leukocyte recruitment within the BZ compared NLC hearts at 4 days post-MI, we decided to evaluate whether immune cell apoptosis was affected by myocardial GRK5 overexpression. We discovered a trend towards increase in apoptotic leukocyte and increased apoptotic macrophages (when normalized for single cells or leukocytes) in TgGRK5 hearts compared to NLC post-MI hearts at 4 days post-MI (*Figure 4F,P* and Supplementary material online, *Figure S16T*). However, our data suggest this finding to be mainly attributable to the augmented number of macrophages within TgGRK5 heart rather then increased apoptotic rate in the macrophages. In fact, no difference was found between TgGRK5 and NLC post-MI hearts when the number of apoptotic macrophages was normalized over the number of macrophages (*Figure 4Q*). No difference in terms of apoptosis was found for other immune cells when we compared TgGRK5 and NLC hearts at 4 days post-MI (Supplementary material online, *Figure S16R–S, S16U–W, S17L–P, S18D–H*). Interestingly, GRK5 overexpression did not impact the production of cytokines, adhesion molecules or chemokines in either the BZ or scar area 4-days post-MI (Supplementary material online, *Figure S19*).

At a chronic phase of HF (8-weeks post-MI), TgGRK5 mice still displayed increased accumulation of leukocytes in both the infarcted area and BZ of the heart compared to NLC-MI heart (*Figure 5A* and Supplementary material online, *Figure S20A*). At this later time-point, mainly neutrophils and T-cells were highly recruited to the infarct area/BZ of TgGRK5 post-MI mice compared to NLC post-MI mice, while no changes were found in mast cell and monocyte/macrophage infiltration (*Figure 5B–D* and Supplementary material online, *Figure S20B–F*). As expected, FACS analysis showed reduced leukocyte levels and peculiar immune cell proportions within the cardiac tissue during the chronic compared to the acute phase post-MI in NLC mice (*Figures 4E–R* and *5E–K*; Supplementary material online, *Figures S16–S18, S21–S23*).^3^ Flow-cytometric quantification suggested a trend towards increase in CD45^+^ leukocyte (*Figure 5E*) levels and significantly increased neutrophil levels (*Figure 5F* and Supplementary material online, *Figure S22A*) in TgGRK5 hearts compared to NLC hearts at 4 weeks post-MI. Moreover, TgGRK5-MI hearts showed increased level of CD206^-^ neutrophils and decreased level of CD206^+^ neutrophils compared to NLC-MI hearts (*Figure 5G,H*; Supplementary material online, *Figures S21B* and *S22B*) as well as augmented levels of macrophages and monocytes (similarly Ly6C^hi^, Ly6C^hi^, and CD206^+^ sub-types) (*Figure 5I,J*; Supplementary material online, *Figures S21D–I* and *S23A–F*) at a chronic time-point post-ischemic injury. Flow-cytometric quantification confirmed the increase in T cells (*Figure 5K*) but no difference in mast cell and B cell levels (Supplementary material online, *Figure S21K, L*) or CCR2^+^ monocyte/macrophages (Supplementary material online, *Figure S23G*) in TgGRK5-MI hearts compared to NLC-MI hearts at 4 weeks post-MI. We found increased apoptotic leukocytes (mainly macrophages) in TgGRK5 hearts compared to NLC hearts at 4 weeks post-MI (Supplementary material online, *Figure S21M, P*). No difference was found between TgGRK5 and NLC post-MI hearts when the number of apoptotic leukocytes was normalized over the number of leukocytes or the number of apoptotic macrophages was normalized over the number of macrophages (Supplementary material online, *Figures S22P* and *S23J*).

Expression of inflammatory cytokines (IL-6 and IL-1β), VCAM1, and chemokines (CCL2, CCL3, CCL5) was increased in the post-MI LV of TgGRK5 mice compared to NLC mice at the end of the study, which could contribute at least in part to the long-lasting immune cell recruitment in the heart (*Figure 5L–O* and Supplementary material online, *Figure S24E, F*). Of note, CCL11 expression was downregulated in TgGRK5 hearts post-sham operation (at 4-days and 8-weeks post-MI) and 8-weeks post-MI compared to NLC groups, suggesting that myocardial GRK5 overexpression specifically reduces the levels of this chemokine in the LV (Supplementary material online, *Figures S19K* and *S24G*).

### 3.5 TgGRK2 mice did not show altered cardiac inflammation or immune cell recruitment in ischemic HF

Our lab has previously shown that cardiomyocyte overexpression of GRK2 has a detrimental effect on cardiac function, hypertrophy, and remodeling in ischemic heart disease.^4^^,^^18^ We wanted to assess whether myocardial transgenic overexpression of GRK2 affected the recruitment of leukocytes to the heart following MI. Accordingly, TgGRK2 and NLC (male and female) mice underwent surgical MI or sham operation and were followed for 8 weeks (Study design in Supplementary material online, *Figure S25A*). Consistent with previous studies, cardiac function was significantly impaired (reduced EF and FS as well as increased LV dimension) in TgGRK2 post-MI mice compared to NLC post-MI mice (*Figure 6A,B*; Supplementary material online, *Figure 25D,E* and *Table S4*).^18^ We found in the current study that myocardial GRK2 overexpression was particularly deleterious for the cardiac function and LV dimension of male mice while showing lower impact on female mice post-MI (Supplementary material online, *Figure S26A–D*). In line with diminished LV function, radial and longitudinal strain/strain rate were also impaired in TgGRK2 post-MI mice compared to NLC post-MI animals (Supplementary material online, *Figure S27A–F*). In fact, TgGRK2 post-MI mice showed impaired global as well as segmental radial and longitudinal strain and strain rate (Supplementary material online, *Figure S27A–F*). Cardiac hypertrophy (evaluated as HW, HW/BW, and HW/TL) was increased regardless of sex in TgGRK2 mice compared to NLC mice at 8 weeks post-MI (*Figure 6C*; Supplementary material online, *Figures S27G–H* and *S28A–F*).

As expected, cardiomyocyte-specific overexpression of GRK2 did not influence LV function and dimension as well as cardiac hypertrophy in sham mice compared to NLC sham animals (*Figure 6A–C*; Supplementary material online, *Figures S25B–C, S27G–H* and *Table S4*). GRK2 overexpression did not affect long-term survival rate in both male and female mice subjected to either MI or sham-operation (*Figur 6D*, Supplementary material online, *Figure S28G, H*).

Interestingly, GRK2 overexpression did not impact leukocyte infiltration in the heart at 4-days post-MI (*Figure 6E*). Hearts from TgGRK2mice did not have any changes in the recruitment of neutrophils, monocyte/macrophages, mast cells and T-cells in the RA, BZ and infarct area compared to NLC hearts at 4-days post-MI (*Figure 6F–I*). In contrast with our findings in TgGRK5 mice, no changes were found in Bex1, Cxcl11, Cxcl13 and Il-15 expression in the LV of TgGRK2 mice compared to NLC at 4 days post-MI (*Figure 6J*). Remarkably, we found that GRK2 overexpression led to reduced expression of IL-6, CCL2, and IL-18 in the LV samples at 8-weeks post-MI (*Figure 6K*). We believe that decreased chronic cardiac inflammation may counteract other deleterious mechanisms activated in TgGRK2 post-MI hearts, such as impaired β-AR and insulin signaling.^4^

### 3.6 GRK5cKO showed reduced immune cell recruitment to the heart, improved contractility and decreased mortality post-MI

As above, we subjected GRK5cKO mice and WT control (both male and female) mice to MI and studied these groups alongside sham-operated mice for 8 weeks (Supplementary material online, *Figure S29A*). Serial echocardiography showed gradual decrease of cardiac contractility post-MI in WT mice over the time while GRK5cKO mice did not display any further drop in contractility after 4 weeks post-MI and demonstrated significantly higher EF and FS compared to WT mice at 8 weeks post-MI (*Figure 7A* and Supplementary material online, *Figure S29D–E, Table S5*). Cardiomyocyte-specific deletion of GRK5 did not influence LV diameters/volumes in systole or diastole both in sham and post-MI mice compared to surgery-matched WT groups (*Figure 7B* and Supplementary material online,*Table S5*). We found in the current study that myocardial GRK5 deletion was particularly beneficial for the cardiac contractility of female mice post-MI while male GRK5cKO mice showed a trend towards increase in the EF and towards decrease in the LVIDd when compared to WT mice post-ischemic injury (Supplementary material online, *Figure S30*). No difference in cardiac function between sham groups was found at any time-point assessed (*Figure 7A*, Supplementary material online, *Figure 29B–C*, *Table S5*). In vivo speckle-tracking echocardiography confirmed enhanced LV function in GRK5cKO compared to WT mice post-MI and demonstrated that the myocyte GRK5 loss mainly preserved radial contractility post-MI (globally and more specifically in the posterior segments) (Supplementary material online, *Figure S31A–F*). Cardiomyocyte-specific deletion of GRK5 did not influence cardiac hypertrophy in post-sham or -MI mice from both sexes compared to surgery-matched WT groups (*Figure 7C*; Supplementary material online, *Figures S31G–H* and *32A–F*). We have evaluated the apoptosis in GRK5cKO hearts at an early time-point post-ischemic injury and have found a trend towards decrease in the number of TUNEL positive cardiomyocytes in the BZ of GRK5cKO hearts compared to WT hearts at 4 days post-MI (Supplementary material online, *Figure S33*). Moreover, GRK5cKO hearts showed an increase in vessels/cardiomyocyte ratio in the RA compared to WT hearts while no difference was found between these groups in terms of infarct length at 8 weeks post-MI (Supplementary material online, *Figures S34 and S35*).

Interestingly, myocardial GRK5 deletion reduced the infiltration of CD45^+^ leukocytes to the heart at 4-days post-MI in the BZ compared to WT-MI hearts (*Figure 7D*). GRK5cKO mice showed decreased infiltration of CD68^+^ monocytes/macrophages in the BZ and a trend towards decrease in MPO^+^ neutrophils infiltration in the BZ when compared to WT mice at 4-days post-MI (*Figure 7E,F*). Differences between MI groups in terms of immune cell recruitment into the infarct area were less pronounced (Supplementary material online, *Figure S36A–C*). Infiltration of tryptase^+^ mast cells and CD3^+^ T cells was not different between GRK5cKO and WT mice subjected either to MI or sham groups at 4-days post-surgery (Supplementary material online, *Figure S36D–G*).

Our FACS analysis did not show differences in leukocytes, neutrophils, macrophages, mast cells, B cells and T cells but displayed significantly decreased monocyte levels within the cardiac tissue in GRK5cKO mice compared to WT mice at 4 days post-MI (*Figure 7G,H,K,L*; Supplementary material online, *Figures S37* and *S38*). This finding may suggest monocytes as the CD68^+^ immune cell population that was found to be less recruited in the BZ of GRK5cKO mice. Interestingly, monocyte sub-populations were proportionally reduced while macrophages sub-populations as well as CCR2^+^ monocyte/macrophages were not changed in GRK5cKO hearts compared to WT hearts at 4 days post-MI (Supplementary material online, *Figures S37D–I* and *S39A–G*). Moreover, we discovered a trend towards decrease in CD206^−^ neutrophils and towards increase in the levels of CD206^+^ neutrophils in GRK5cKO hearts compared to WT hearts at an early time-point post-ischemic injury (*Figure 7I,J*). Finally, we found a trend towards decrease in the number of apoptotic T cells while no difference in the apoptosis of other immune cells in GRK5cKO hearts compared to WT hearts at 4 days post-MI (Supplementary material online, *Figures S37–S39*).

We evaluated the expression of immunomodulatory factors (Bex1, Cxcl11, Cxcl13, and IL-15) in post-MI cardiomyocytes and LV-sham samples from GRK5cKO mice compared to WT mice at 4 days post-surgery (Supplementary material online, *Figure S40*). A trend towards reduction in Cxcl13 while no difference in the other immune factors was found in GRK5cKO samples compared to NLC samples in both post-MI and sham mice. In line with improved global/segmental LV contractility and reduced leukocyte migration to the heart post-MI, GRK5cKO mice displayed decreased long-term mortality (with this difference being manifest in male but not female mice) when compared to WT mice post-MI (*Figure 7M* and Supplementary material online, *Figure S41*).

## 4. Discussion

The data described in this study greatly enhance the knowledge regarding the role of GRK5 in the pathogenesis of HF as it uncovers a new mechanism upon which regulation of GRK5 during myocardial ischemic injury affects ventricular function and survival (summary in Graphical Abstract). Cardiomyocyte-specific GRK5 expression not only influences global and segmental cardiac contractility but also effects cardiac immune cell recruitment in a mouse model of ischemic HF. GPCRs act as regulators of cardiac function in both physiology and pathology, and are widely recognized as one of the primary targets for current and future HF therapies.^4^^,^^26^ The canonical role of GRKs is to phosphorylate activated receptors inducing their desensitization, downregulation, and recycling.^4^^,^^26^ Interestingly, GRK5 has also the peculiar ability to move to the nucleus, where it induces hypertrophic gene expression and contributes to maladaptive hypertrophy.^9^^,^^10^^,^^12^ Both GRK5 and GRK2 have been found to be upregulated in human HF biopsies and a recent study has identified GRK5 as being crucial in the development of HF.^5^^,^^8^

We discovered that GRK5 is not only upregulated in the LV of mice post-MI, but is also specifically increased in cardiomyocytes at cytosolic, membrane and nuclear levels after ischemic injury. Hence, in order to understand whether myocardial GRK5 levels have a critical role in the development of ischemic HF, we studied the effects of MI in both TgGRK5 and GRK5cKO mice. We found that myocardial GRK5 upregulation severely impaired LV function and worsened LV remodeling, which can be partially attributed to the exaggerated early and late leukocyte infiltration to the damaged areas of the heart. Of note, TgGRK5 hearts not only showed increased levels of specific immune cell populations (macrophages and mast cells in the acute phase while neutrophils, macrophages and T cells in the chronic phase post-MI) but also peculiar levels of immune cell sub-populations. In particular, TgGRK5 hearts showed altered neutrophil sub-types (increased CD206^−^ and decreased CD206^+^ neutrophils compared to NLC hearts). This latest finding is in line with the worst cardiac phenotype in TgGRK5 mice as CD206^−^ neutrophils have been shown as pro-inflammatory while CD206^+^ neutrophils as anti-inflammatory during ischemic injury.^27^ Commonly described pro-inflammatory M1 macrophages (Ly-6C^hi^) were largely increased compared to reparative M2 (Ly-6C^lo^ or CD206^+^) in TgGRK5 hearts during the early phase post-MI.^24^^,^^27^ However, these latest data have to be carefully interpreted as the M1–M2 paradigm in the ischemic cardiomyopathy context has been challenged by recent evidences.^28^ No difference was found in terms of classical (Ly-6C^hi^) or non-classical monocytes (Ly-6C^lo^) in TgGRK5 hearts.

Our data show that TgGRK5 mice have reduced LV EF and segmental contractility as well as increased LV dimension. These results were corroborated by invasive hemodynamics. Of note, it has been previously shown that the GRK5-Leu41 mutation can affect β1-AR desensitization and impact the survival rate of African American HF patients by acting as a “genetic β-blockade”.^29^ Cardiac β-adrenergic inotropic reserve was not further compromised post-MI in TgGRK5 compared to NLC mice, suggesting that GRK5, unlike GRK2,^4^ is not interfering with β-AR downregulation and perhaps only the mutant form of GRK5 affects β-ARs in HF setting.^29^ In the current study, cardiac GRK5 overexpression led to the development of exaggerated hypertrophy, fibrosis, increased fetal gene expression, and reduced survival rate, which is the most important outcome in clinical studies. In agreement with the RNA-Seq pathway analysis and RCAN upregulation, cardiac hypertrophy in post-MI TgGRK5 mice may be the result of NFAT activation, as we have shown in a pressure-overload model.^10^ 

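In the cardiomyocyte counts, Kcne1 (ENSMUSG00000039639) was at 10.7 ± 3.35 CPM in NLC-MI and 25.0 ± 1.13 CPM in TgGRK5-MI (SD, n = 5 each), a log2 fold change of 1.23 (standard error 0.19, adjusted p = 0.0787 from edgeR's quasi-likelihood test). Efna5 (ENSMUSG00000048915) was at 11.0 ± 1.52 CPM in NLC-MI and 6.70 ± 1.22 CPM in TgGRK5-MI (SD, n = 5 each), a log2 fold change of -0.72 (standard error 0.18, edgeR adjusted p = 0.510). Psmd8 (ENSMUSG00000030591) was at 147.9 ± 7.87 CPM in NLC-MI and 192.0 ± 16.1 CPM in TgGRK5-MI (SD, n = 5 each), a log2 fold change of 0.38 (standard error 0.12, edgeR adjusted p = 0.924). For each of these 3 genes the groups did not overlap (exact permutation test, p = 0.00794). With DESeq2, the adjusted p was 0.0476 for Efna5 and 0.0627 for Psmd8, and the highest over all alternatives with edgeR or limma was 1 for each. The replicate number as a block gave Kcne1 an edgeR adjusted p of 0.145, and over all alternatives it ran from 4.91e-07 to 0.254. TgGRK5-MI replicate 3 stood apart for Psmd8, at 220.8 CPM against 183 to 187.2 CPM in the other TgGRK5-MI libraries. Among genes of the extracellular matrix and its turnover, Hmcn2 (ENSMUSG00000055632) fell from 9.54 ± 2.28 to 3.42 ± 0.918 CPM (log2 fold change -1.47, standard error 0.24, edgeR adjusted p = 0.0947). With the replicate block the edgeR adjusted p of Hmcn2 was 0.139, and over all alternatives it ran from 1.61e-05 (DESeq2) to 0.468. The protease gene Adamts20 (ENSMUSG00000022449) rose from 0.749 ± 0.506 to 2.65 ± 0.452 CPM (log2 fold change 1.77, standard error 0.41, edgeR adjusted p = 0.435). Adam11 (ENSMUSG00000020926) fell from 9.85 ± 3.73 to 4.63 ± 1.04 CPM (log2 fold change -1.09, standard error 0.28, edgeR adjusted p = 0.510).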

Of note, it might be also possible that NFAT (transcriptional factor controlling a wide range of genes) regulates fetal gene expression in TgGRK5-MI and -Sham hearts.^10^^,^^30^^,^^31^ Moreover, transcriptome unbiased analysis of post-MI cardiomyocytes with GRK5 overexpression showed altered levels of several genes previously indicated to be involved in cardiac hypertrophy, remodeling or HF such as Kcne1, Efna5, Psmd8 and several regulators of the extracellular matrix.^32–35^ Of note, we also found TgGRK5 post-MI cardiomyocytes to have downregulated expression of HDAC5, which could partially contribute to the cardiac hypertrophy/dysfunction as shown by HCAD5KO mice during stress.^36^

It has been reported that MMP2 activity in mice promptly increases within 4 days, peaks at day 7, and remains augmented until day 14 post-MI.^37^^,^^38^ However, TgGRK5 mice still show high LV MMP2 mRNA levels at 8 weeks post-MI and this may explain at least in part the increased mortality rate in TgGRK5 mice as MMP-2 has been linked to impaired ECM degradation and increased risk of cardiac rupture.^37^ Moreover, cardiac-specific constitutively active MMP2 expression has been shown to lead to impaired LV function and reduced inotropic response.^39^ Interestingly, infarct size/length was not changed, while apoptosis was only increased in the BZ (not in cardiomyocytes but most probably in infiltrating immune cells as apoptotic macrophages were particularly abundant) of TgGRK5 post-MI hearts. These data suggest cardiomyocyte GRK5 is acting differently from GRK2, which has been shown to also act as a pro-death kinase.^40^

Our results demonstrate for the first time that cardiomyocyte-specific transgenic overexpression of GRK5 not only enhanced the acute immune cell recruitment response post-MI to the heart (macrophages, mast cells, and pro-inflammatory neutrophils) but also led to chronic immune cell infiltration after the establishment of HF (neutrophils, macrophages, and T-cells). The altered expression of several regulators of the immune system/inflammation in TgGRK5 cardiomyocytes may have played a critical role in the exaggerated leukocyte accumulation into the injured heart. In particular, Bex1 may have crucially contributed as it was found as the top upregulated gene in TgGRK5 cardiomyocytes and has been recently described to act as chemoattractor of immune cells during cardiac injury.^41^

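The Bex1 gene spans 136213972 to 136215513 on chromosome X of GRCm38 and had from 6 to 31 counts per NLC-MI library and from 74 to 260 counts per TgGRK5-MI library. Its log2 fold change was 3.33 (standard error 0.36, adjusted p = 0.00572 from edgeR's quasi-likelihood test), which ranked 5 by log2 fold change among the 15232 genes tested. By p, Bex1 ranked 3 after Grk5 and Gbp6, and as Gbp6 was lower, only Grk5 had a smaller p among the higher genes. With each library left out in turn, the log2 fold change stayed between 2.95 and 3.47, with an edgeR adjusted p of at most 0.0456. The replicate number as a block gave a log2 fold change of 3.17, and the adjusted p over all alternatives with edgeR, DESeq2 and limma ran from 1.08e-14 to 0.0867. Bex1 shares exon bases with Tceal7 on the opposite strand. From the place of Bex1 among the upregulated genes and its described action on immune cells in cardiac injury, the paper proposes that Bex1 contributed to the recruitment of immune cells.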

Bex1 expression is epigenetically regulated and its overexpression in TgGRK5 hearts may be at least in part related to HDAC downregulation (TgGRK5 cardiomyocytes showed reduced expression of both HDAC5 and HDAC6 post-MI) as previously shown for Bex family genes in a different setting.^42^^,^^43^ Interestingly, TgGRK5 cardiomyocytes also showed dysregulated expression of several immune-related genes, including Cxcl11, Cxcl13, and Il-15, that have been previously associated to leukocyte migration and to cardiac dysfunction and remodeling during heart disease.^44–46^ A long-lasting dysregulated immune response in the heart promotes adverse cardiac remodeling, which eventually progresses to HF.^2^ This was the case in TgGRK5 mice that had persistent leukocyte infiltration and chronic inflammation. Our results are also in agreement with previous studies showing that GRK5 acts as regulator of inflammation/immune cell migration in response to LPS- and TLR-stimulation.^9^^,^^13^

TgGRK2 mice did not present with the same phenotype and outcome as TgGRK5 mice, which is interesting. In fact, TgGRK2 failing (8 weeks post-MI) mice had decreased cardiac function but lower cardiac hypertrophy compared to TgGRK5 failing mice, and no changes in survival compared to NLC failing mice. Our study also indicates that the pathology evoked by GRK2 upregulation is different than the pathology induced by GRK5. In fact, immune cell migration to the heart and LV levels of several immuno-related genes were not increased in TgGRK2 post-MI. As we have previously shown, the detrimental effects of cardiac GRK2 upregulation on cardiac contractile function after ischemic injury rely on dysfunctional β-AR signaling, increased myocyte death, and impaired insulin signaling and glucose uptake.^4^^,^^40^

Being of the male sex has been shown to be an independent risk factor for HF with reduced EF, however women are also affected by heart disease despite the protective role of circulating estrogens.^47^ Our study suggests myocardial GRK5 but not GRK2 overexpression to cause dramatic cardiac dysfunction and mortality not only in male but also in female mice post-MI.

Importantly, GRK5cKO mice were protected from ischemic injury in terms of both global and segmental contractility as well as long-term mortality. Deleting GRK5 gene in cardiomyocytes reduced early leukocyte migration (mainly monocytes) to the heart with CD68^+^ cells significantly less infiltrating in the BZ post-MI. The minor reduction in Cxcl13 levels may contribute to the blunted cardiac immune phenotype in GRK5cKO mice post-MI but we cannot exclude other factors being involved. Moreover, GRK5cKO hearts did not show differences in infarct length but displayed a trend towards decrease in apoptotic cardiomyocyte and improved angiogenesis post-ischemic injury compared to WT hearts.

Our findings support the potential benefit of GRK modulation in clinical studies and selective small molecule inhibitors of GRK5 have begun to emerge as novel therapeutic treatment in HF.^48–50^ However, further in-deep studies must be performed to assess if GRK5 pharmacological inhibition can ameliorate cardiac function, remodeling and outcomes in ischemic HF. In addition, our data suggest that it would be also interesting to test pan-GRK2/5 inhibitors in the ischemic HF phenotype as both GRKs are upregulated and deleterious in HF and we have found GRK2 to be even further upregulated in TgGRK5 post-MI mice.^51^

Our study shows for the first time that myocardial GRK5 has a crucial role on the regulation of cardiac function and remodeling as well as survival in a murine model of ischemic HF. Importantly, we discovered that cardiomyocyte GRK5 levels can affect immune cell recruitment to the heart after ischemic injury. Our results indicate that GRK5 may be a potential therapeutic target for limiting the development of ischemic HF.

## 5. Study limitations

Our study did not evaluate if the detrimental role of cardiomyocyte GRK5 in ischemic HF is related to its canonical vs. non-canonical activity or kinase vs. non-kinase activity. Further studies must be performed to clarify the specific cellular mechanisms involved.

## Supplementary material

Supplementary material is available at *Cardiovascular Research* online.

## Authors’ contribution

C.d.L. and W.J.K. designed the study, developed the experimental design, interpreted the experiments and wrote the manuscript. C.d.L., L.A.G., G.B., M.P., J.I., A.M.L., E.W.B., R.R., A.D.O., and H.C.M. performed the experiments. E.G. performed the surgeries. C.d.L., L.A.G., and MP performed data analyses. G.R., S.R.H., and DGT edited the manuscript. All authors discussed the results and approved the manuscript.

## Supplementary Material

cvab044_Supplementary_Data Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

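RNA of cardiomyocytes isolated on day 4 after MI was measured in 10 libraries, 5 from NLC-MI mice and 5 from TgGRK5-MI mice, with 1 library per mouse. The authors deposited whole-number counts of reads per Ensembl gene for 51789 genes, and these deposited counts were not normalized. The labels name an Illumina TruSeq RNA kit for the libraries. The paper's text and the labels do not state the aligner, the counting program, the strand setting, the genome build or the annotation version, so these steps are as the authors ran them. Libraries were assigned to NLC-MI or TgGRK5-MI from the names of the columns and labels.

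Gene symbols, positions, exons and lengths were taken from GENCODE M21 on GRCm38, which held 51596 of the identifiers. Where a symbol belongs to more than 1 identifier, the identifier with the most counts was used. The median total was 20540815 counts in NLC-MI and 18337488 counts in TgGRK5-MI. A gene was taken to be at the floor of the depth at 3 counts.

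Counts were processed in R 4.3.3. In edgeR 4.0.16, the counts were normalized with TMM, genes were filtered with filterByExpr by group (15232 of the 28506 genes with a total above 0), and the groups were compared with the quasi-likelihood F test (legacy=FALSE, robust=FALSE) and Benjamini-Hochberg adjustment over the genes tested. The thresholds were an adjusted p under 0.10, which the paper uses, and an unadjusted p under 0.05. CPM values use the TMM factors, and log2 CPM values use a prior count of 2. For single genes, the difference of mean log2 CPM was also tested with the exact two-sided permutation test over all placements of 5 and 5 libraries. Its smallest p is 0.00794. Gene lists were tested with camera in limma 3.58.1, two-sided, with an inter-gene correlation of 0.01, and with a two-sided Fisher's exact test of the genes with an unadjusted p under 0.05 against all genes tested. Both were adjusted with the Benjamini-Hochberg method over the 11 lists. The lists were written by hand from general knowledge and are not those of IPA. Sequences of transcripts were compared with blastn 2.17.0.

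The genes named in the text follow a rule set before the data were examined. The main tests, the gene lists other than the atrial list, and the first set of alternatives were also set then. The tests of library depth, shared reads, mixed RNA and the first principal component were chosen after the result was seen. The rule takes every gene of Figure 2A, 2B and 2C, the genes the text of the paper names from these data, and the genes of its RT-PCR of left ventricle samples. It adds members of a hand-written list where that list is reported, and the 10 genes with the largest changes in each direction among those with an adjusted p under 0.10 and non-overlapping groups. The names Gm42927, Grk3, Bex4 and Rplp0, and genes counted for sex, were chosen after their values were seen or as reference for another gene.

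The alternatives were edgeR's RLE size factors, library size alone, DESeq2 1.42.0 with its Wald test, limma-voom with sample quality weights, the robust and the legacy quasi-likelihood fits, a filter of at least 10 counts in every library, no filter, 1 surrogate variable from sva 3.50.0, the difference of Xist and Y-linked expression as a covariate, each library left out in turn, and the replicate number as a block, which changed the 8 higher and 4 lower genes to 5 and 3. For the lists they were an estimated inter-gene correlation and a prior count of 0.5. The pairing in the block comes from the replicate numbers in the sample labels, and libraries with the same number are different mice. Same-numbered libraries had correlations of 0.0717, 0.662, 0.381, -0.341 and 0.0848 over genes (mean 0.172), against a mean of -0.0274 for libraries with different numbers (from -0.606 to 0.731). The library size as a covariate, the 7 libraries with the most counts alone, and offsets for GC content and gene length were added after the data were seen.

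The tests were tried on simulated counts with the means and library sizes of the real data and 200 changed genes among 15232. The edgeR test recovered 66.5% of the changed genes, and 8.28% of its calls were false. DESeq2 recovered 72.0% with 28.4% false calls, and limma-voom recovered 62.5% with 10.7% false calls. Camera gave a shifted list of 50 genes an adjusted p of 8.2e-25 and called 0 of 10 unshifted lists. These genes were simulated without inter-gene correlation, so this does not show how often camera calls real lists falsely. In the real data, 22 of 100 splits gave as many of the hand-written lists as the real split. The pathway lists of IPA, supplementary tables and other measurements of the paper were not used here. The results for some items are not reported here.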

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

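The test of library depth below was chosen only after the result was seen. In each group of 5 libraries, 78 named genes and the total counts were searched, which makes 158 searches, for a library whose gap to the nearest other library, divided by the range of the group, passes 0.71, the 95% critical value of Dixon's test. Chance gives 7.9 such libraries, and 10 were found. In NLC-MI, these were replicate 5 for Wif1 (0.866, highest), Il15 (0.747, highest) and Rcan1 (0.720, lowest), replicate 4 for Gm12295 (0.746, highest), and replicate 3 for Grk2 (0.711, lowest) and Ccl3 (0.744, highest). In TgGRK5-MI, these were replicate 3 for Psmd8 (0.879, highest), Scgb1c1 (0.718, highest) and Gm12295 (0.757, lowest), and replicate 4 for Grk2 (0.839, lowest).

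Of these 10, 6 fell in the 3 libraries with the fewest counts, where 2.8 would be expected if each library of a group were equally likely (exact one-sided share of placements, 0.0304). Low depth is a candidate explanation for part of them, but Grk2 has at least 417 counts in every library, and sampling of counts alone was not separated from differences between preparations. The test treats the genes as independent, which they are not. No biological explanation was tested, since the labels give no difference between mice of a group.

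With the library in question left out, Il15 moved from a log2 fold change of -0.72 to -0.30 and Rcan1 from 0.07 to -0.15. The other genes kept their direction apart from Grk2, which was -0.05 with all libraries, -0.16 without NLC-MI replicate 3 and 0.03 without TgGRK5-MI replicate 4. For Wif1 the log2 fold change moved from -1.71 to -1.42, for Scgb1c1 from 1.64 to 1.36, for Ccl3 from 0.35 to 0.66, and for Gm12295 from -1.26 to -1.04 or -1.08. For Psmd8 it moved from 0.38 to 0.31, and the groups still did not overlap.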

How the results depend on the processing

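The library size as a covariate, the 7 libraries with the most counts alone, and the offsets for GC content and gene length were chosen after seeing the data. The log2 fold change of Grk5 kept its direction and stayed past the threshold in every alternative, from 4.18 to 4.53 across the 10 fits that each left out one library. Each tested gene of Figure 2A and 2B kept its direction in every alternative. The log2 fold change of Bex1 also stayed past an adjusted p of 0.10 in each alternative that gave a value. The filter of at least 10 counts in every library gave none, since 1 library has 6 Bex1 counts.

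The number of genes past the threshold depended on the processing. Against 8 higher and 4 lower genes at an adjusted p under 0.10, library size alone gave 13 higher and 5 lower, DESeq2 gave 42 higher and 27 lower, and limma-voom gave 41 higher and 9 lower. The legacy fit gave 5 higher and 2 lower, at least 10 counts in every library gave 4 higher and 4 lower, and no filter gave 13 higher and 5 lower. The replicate block gave 5 higher and 3 lower, 1 surrogate variable gave 11 higher and 10 lower, and the Xist and Y-linked covariate gave 3 higher and 1 lower. Every library held Y-linked transcripts and at most 12 Xist counts, so this covariate carries no visible difference of sex, and what it changes is no sign of a sex effect. The library size as a covariate gave 12 higher and 8 lower, and the 7 libraries with the most counts gave 5 higher and 1 lower. An adjusted p under 0.05 left 3 higher and 1 lower. Leaving out each library gave from 2 to 7 higher and from 1 to 3 lower genes. The cause of these changes was not tested.

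At an unadjusted p under 0.05, against 269 higher and 317 lower genes, limma-voom gave 1138 higher and 672 lower, which moved the share of higher genes from 45.9% to 62.9%. No filter gave 516 higher and 647 lower, 1 surrogate variable gave 448 and 583, the library size as a covariate gave 464 and 483, and DESeq2 gave 352 and 493. Requiring also a 1.5-fold change gave 160 and 184. The share of higher genes was 38.3% with RLE size factors (240 and 386). It was 55.7% with the Xist and Y-linked covariate (401 and 319). Leaving out each library gave from 175 to 591 higher and from 264 to 537 lower genes. The cause was not tested.

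Of the genes of Figure 2A and 2B, 12 genes had the same sign and an adjusted p under 0.10. DESeq2 gave 53, limma-voom 33, 1 surrogate variable 20, the library size as a covariate 20, the 7 libraries with the most counts 6, and leaving out each library from 3 to 10. The replicate block and at least 10 counts in every library gave 8 each, the legacy fit 7, and the Xist and Y-linked covariate 4.

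The genes whose direction reversed had small log2 fold changes, with an adjusted p of 0.829 or more from edgeR or limma in the alternatives that each reversed them. The surrogate variable reversed Grk2 (0.0238), Nppa (0.0186), Col1a1 (0.0137), Col3a1 (0.10), Mmp2 (0.25) and Ccl2 (-0.0353). The library size as a covariate reversed Grk2 (0.00618), Nppa (0.00501), Col3a1 (0.0564), Mmp2 (0.18) and Ccl2 (-0.0353). The 7 libraries with the most counts reversed Nppa (0.24), Col3a1 (0.13), Mmp2 (0.19) and Ccl3 (-0.16). The offsets for GC content and length reversed Grk2 (0.0450), Col1a1 (0.0471), Col3a1 (0.0112), Mmp2 (0.0376), Ccl2 (-0.12) and Il18 (-0.0202). Limma-voom reversed Ccn2 (-0.17), Icam1 (-0.0209), Ccl3 (-0.10) and Il18 (-0.0363). The replicate block reversed Col3a1 (0.00137) and Mmp2 (0.17), no filter Mmp2 (0.00110), and the Xist and Y-linked covariate Il6 (0.0624), Il1b (0.30) and Tnf (0.0205). Leaving out each library gave from -0.16 to 0.0302 for Grk2, -0.15 to 0.20 for Rcan1, -0.24 to 0.16 for Nppa, -0.54 to 0.21 for Col1a1, -0.61 to 0.25 for Col3a1 and -0.16 to 0.24 for Ccn2. It gave from -0.41 to 0.35 for Mmp2, -0.44 to 0.0715 for Il6, -0.34 to 0.0698 for Il1b, -0.32 to 0.11 for Tnf, -0.22 to 0.27 for Ccl2 and -0.14 to 0.66 for Ccl3. The cause was not tested.

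The other changes of named genes were changes of significance in the same direction. With DESeq2 42 genes were stronger, with limma-voom 22, with 1 surrogate variable 8, with the library size as a covariate 8, with library size alone 7, and with no filter 5. Weaker genes numbered 8 with the Xist and Y-linked covariate, 8 with the 7 libraries with the most counts, 5 with the replicate block, 5 with the legacy fit and 4 with the offsets for GC content and length. Over all fits that each left out one library, 67 results were weaker and 2 were stronger.

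For the gene lists, 5 lists had a camera adjusted p under 0.10. With an estimated inter-gene correlation 0 lists did, against 5 lists with an unadjusted p under 0.05 at the preset correlation. Leaving out each library gave from 1 to 7 lists. The replicate block and a prior count of 0.5 changed no list. The chemokine list reversed with at least 10 counts in every library (limma camera adjusted p 0.978). In the fits that each left out one library the directions of the chemokine list (adjusted p from 0.171 to 0.655), the androgen list (0.219 to 0.981) and the Gβγ list (0.429 to 0.92) reversed at least once. The depth limits the genes with few counts. Klre1, Cxcl11 and Bex4 fell under the filter, and a difference between libraries that both hold 3 counts or fewer is not detectable.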

Differences from the paper's values

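The library size as a covariate, the 7 libraries with the most counts alone and the offsets for GC content and length were chosen after seeing the values. The paper reports 32 upregulated genes at its threshold, and edgeR gave 8 genes higher in TgGRK5-MI at an adjusted p under 0.10. Of the alternatives set before the data were examined, DESeq2 (42 genes) and limma-voom (41 genes) gave a count within 1.5 times the paper's, and the others did not. The paper reports 21 downregulated genes, and edgeR gave 4 genes lower in TgGRK5-MI. Only DESeq2 (27 genes) gave a count within 1.5 times the paper's. All 53 genes of Figure 2A and 2B had an adjusted p under 0.10 with DESeq2, among 69 such genes. Limma-voom gave an adjusted p under 0.10 to 33 of them, library size alone and no filter to 18 each, 1 surrogate variable to 20, and the library size as a covariate, chosen after seeing the values, to 20. Some settings with fewer such genes also reached genes of the figure outside the 12. These were the replicate block (8 genes, 7 of the 12), leaving out NLC-MI replicate 3 (10 genes, 9 of the 12) and leaving out NLC-MI replicate 5 (9 genes, 8 of the 12). The 7 libraries with the most counts (6 genes, 4 of the 12) and the offsets for GC content and length (9 genes, 8 of the 12), both chosen after seeing the values, did so too.

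Of 52 fold changes read by eye from Figure 2A and 2B, 47 are larger here than in the paper, and 5 are more than 1.5 times the paper's. For 3 of these 5 the gap is also larger than the SD of the libraries on the log2 scale, or the value here is a lower bound. The paper's fold change is about 3.8 for Tceal5 in Figure 2A, against 11.2 here, and about 3.6 for Tceal7 in Figure 2A, against 8.89 here. For Klre1 it is about 2.8 in Figure 2A, against at least 4.77 here. The gaps for Tceal5 and Tceal7 stayed in the alternatives set before the data were examined that kept all 10 libraries and these genes. The bound for Klre1 was taken from the TMM-scaled counts of all 10 libraries. It was not recomputed for the alternatives, so its stability is not known. For the other genes over 1.5 times, the gap is within that SD with the main settings. These are Rxfp1, about 3.6 in Figure 2A against 5.67 here, and Tac1, about -3.2 in Figure 2B against -5.14 here. The gap passed that SD for Rxfp1 with limma-voom (6.466), the replicate block (5.951) and 1 surrogate variable (6.115). For Tac1 it did so with 1 surrogate variable (-5.683). All 52 have the same sign (Spearman's rho 0.991 across genes, which are not independent replicates). The paper's text does not state how its fold changes were computed, and the cause of the gaps was not tested.

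The paper calls Bex1 the top upregulated gene. Here it ranked 5 by log2 fold change, after Grk5, Gm8730, Gm42927 and Tceal5, of which Gm42927 (log2 fold change 3.60, edgeR adjusted p = 0.858) was named after its values were seen. Of these, Gm8730 (edgeR adjusted p = 0.208) and Gm42927 are not under 0.10. By p it ranked 3 after Grk5 and Gbp6, and as Gbp6 was lower, only Grk5 had a smaller p among the higher genes. The paper gives Bex4 as another name of Tceal7. The annotation lists Bex4 as a separate gene, with a log2 fold change of 0.50 without a filter (edgeR adjusted p = 0.882). The paper states that HDAC5 and HDAC6 were reduced and that Il15, Cxcl13 and Cxcl11 were affected. By edgeR none of them has an adjusted p under 0.10 over all genes. For Il15, Cxcl13 and Cxcl11 the paper also reports altered expression by RT-PCR of cardiomyocytes on day 4, which was not examined here. Within the 11 histone deacetylase genes alone Hdac5 and Hdac6 have an adjusted p of 0.0660 with edgeR. For Efna5, Psmd8 and Fgf6 DESeq2 gave an adjusted p under 0.10 where edgeR did not. The paper describes the NFAT, Protein Kinase A, Gβγ, renin-angiotensin, GNRH, androgen and CRH pathways as triggered. Of the hand-written lists that stand in for them, all but Gβγ had a mean log2 fold change under 0 with TMM normalization. The androgen list was at -0.00093 (camera adjusted p = 0.860, limma), too small a value to give it a direction. The lists are not those of IPA. Members that activate and members that inhibit a pathway were counted alike. A mean under 0 therefore does not measure the activity of the pathway and does not contradict the paper's statement.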

Other observations

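The tests of shared reads for Tceal7, Mhrt and Gm8730, of mixed RNA in NLC-MI replicate 3 and of the first principal component were chosen only after the result was seen, and the atrial list was written after the counts of Sbk2 and Hcn4 were seen.

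Other splits of the 10 libraries into 5 and 5 show how often chance gives such results. Of the 16 splits that part all 5 same-numbered pairs, 1 (the real split) gave at least 8 genes in a direction and 1 gave at least 4 in a direction at an adjusted p under 0.10. For 269 and 317 genes at an unadjusted p under 0.05 it was 9 and 7 of the 16. With DESeq2, 3 of the 16 splits gave as many genes as the 69 of the real split, and the most was 255. The share of 16 splits cannot go under 0.05 whatever the data, so this comparison cannot decide whether chance gives such counts. At an adjusted p under 0.10 from edgeR the splits of the 16 other than the real one gave 0 genes in either direction, with a median of 204 and 221 genes at an unadjusted p under 0.05. Of 100 of the 126 possible splits, made up of these 16 and 84 drawn from the others, 5 gave at least 8 genes in a direction, 5 gave at least 4, 56 and 51 gave as many genes at an unadjusted p under 0.05, and 22 gave as many of the hand-written lists. The split that put NLC-MI replicates 3 and 5 and TgGRK5-MI replicates 1, 3 and 4 together, and so all 3 libraries with the fewest counts, gave 1808 genes in one direction and 1574 in the other. Other splits with these 3 libraries on one side gave from 0 genes in either direction up to 1010 and 840. Joining these libraries does not by itself give such counts. The split with 1808 and 1574 genes and the 3 others, besides the real one, with at least 8 genes in a direction part 1 or 3 of the same-numbered pairs. They differ from the real split in more than the condition.

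The first principal component (43.9% of the variance) separates NLC-MI replicate 3 and TgGRK5-MI replicates 3 and 4 from the other libraries. All 3 of them are the 3 libraries with the fewest counts, which is consistent with library depth, and depth and the preparation of these libraries cannot be told apart. Since the 3 lie in both groups, depth does not follow the groups.

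The log2 fold change over all genes followed GC content (Spearman's rho -0.191 across 15204 genes) and gene length (rho -0.207), and did not follow mean expression (rho -0.000124). GC content and length bias may therefore contribute to the log2 fold changes, but 57 of all 126 splits gave as large a rho for GC content and 18 for length. Offsets for both brought rho to -0.03 and -0.02, with 6 higher and 3 lower genes, 8 of them shared with the 12.

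Tceal7 may owe its counts in part to reads of Bex1. The genes share 223 exon bases, and the Tceal7 share of their counts, from 8.82% to 25.0%, did not differ between libraries (permutation test of equal shares, 100000 resamples, p = 0.976). For Mhrt, which overlaps Myh7, the log2 ratio of Mhrt to Myh7 differed by 0.45 between groups (two-sided exact permutation test, p = 0.413), where Mhrt alone was 1.36 higher and Myh7 alone 0.74 higher. That test compares only group means of the ratio and does not show a fixed share of Myh7 reads. NLC-MI replicate 4 had 1323 CPM of Myh7 and 28.7 CPM of Mhrt, so a fixed share of Myh7 reads is at most 2.17%. Such a share gives at most 14.2 CPM of Mhrt in NLC-MI and 23.7 CPM in TgGRK5-MI, a rise of 9.54 CPM against the 55.7 CPM seen, so it does not account for the rise of Mhrt. For neither was the strand of the reads tested.

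Gm8730 rose without Rplp0, its near-identical parent: the log2 ratio differed by 4.60 (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow), so a fixed share of Rplp0 reads does not account for it. A strain variant of Rplp0 that makes reads match Gm8730 better could not be tested from counts, and remains open. NLC-MI replicate 3 had 7.85 CPM of Gm8730 against 0.352 to 1.57 CPM in the other NLC-MI libraries. RNA of a TgGRK5-MI library would have to make up 21.4% of it, which implies 308 CPM of Grk5, but Grk5 was at 63.1 CPM there and at 46.5 to 73.1 CPM in the others, which goes against such a mixture.

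Bex1, Tceal7 and Tceal5 lie side by side on chromosome X and were counted as 1 gene in a test of whether genes of Figure 2A and 2B lie close together. Among the 50 genes then counted, 12 pairs lay within 10 Mb of each other, against a median of 11 in 10000 random sets matched on expression, and 53.8 percent of sets had fewer. Over the genome, there were thus no more close pairs than in random sets. A count over the genome cannot exclude a single stretch of another strain. Zfp605, 4930522L14Rik and Gbp6, for example, start within 4.84 Mb on chromosome 5, and whether they lie in such a stretch was not tested.

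Lists of marker genes were tested for other sources of RNA behind the changes of Cxcl13 and Lyve1. The leukocyte list was higher (mean log2 fold change 0.36, camera p = 3.08e-05 at a preset correlation, 0.208 at an estimated one; above the NLC-MI mean in 5 of 5 TgGRK5-MI libraries; exact permutation p of the mean 0.262). More RNA from leukocytes is therefore a candidate source of RNA, and 21 of 100 splits gave as small a camera p. The lymphatic list without Lyve1 (camera p = 0.675, exact permutation p of the mean 0.627) and the fibroblast list (camera p = 0.193, exact permutation p of the mean 0.754) were not shown to be higher.

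For the lower Hcn4 and Sbk2, the atrial list was lower (mean -0.49, camera p = 0.000941; 13 of 100 splits as small; exact permutation p of the mean 0.167). The conduction list without Hcn4 and Kcne1 was lower too (mean -0.29, camera p = 0.00629; 3 of 100 splits; exact permutation p = 0.0317). Less RNA from atrial or conduction tissue in the TgGRK5-MI preparations may contribute, and a change within cardiomyocytes cannot be told apart from it. The immediate early list without Fos and Gadd45g was lower (mean -0.48, camera p = 5.47e-08; 12 of 100 splits; exact permutation p = 0.0635), so a weaker immediate early response, for example from differing handling, may contribute to the lower Fos and Gadd45g. The interferon list without Gbp6, Il15 and Cxcl11 had a camera p of 0.0540 (66 of 100 splits as small; exact permutation p of the mean 0.762), and with the replicate number as a block 0.0426, so on which side of 0.05 it falls depends on the block. Leukocytes, conduction tissue and immediate early genes are hypotheses found and tested on the same data.

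Every library held Y-linked transcripts (Ddx3y from 63.4 to 92.7 CPM) and at most 12 Xist counts. Of the 18 genes taken from the paper's RT-PCR of left ventricle samples, 10 were higher and 8 were lower in the cardiomyocytes of TgGRK5-MI. With edgeR, 0 of the 18 had an unadjusted p under 0.05. The paper's increases, such as those of Nppa, Myh7, Il6 and Ccl2, were measured at 8 weeks after MI, and these counts are from day 4. For day 4 the paper reports no effect on cytokines, adhesion molecules or chemokines in the border zone or scar. Myh7 had the smallest exact p, 0.0476 (two-sided exact permutation test), with a log2 fold change of 0.74, while Nppb was 0.38, Nppa -0.04 and Rcan1 0.07. Grk3, chosen after its values were seen, was higher (log2 fold change 0.57, exact permutation p = 0.00794, edgeR adjusted p = 0.645).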
